# The Transcriptional and Translational Landscape of Plant Adaptation to Low Temperatures

**DOI:** 10.3390/ijms26178604

**Published:** 2025-09-04

**Authors:** Aleksandra V. Suhorukova, Olga S. Pavlenko, Denis S. Sobolev, Ilya S. Demyanchuk, Valery N. Popov, Alexander A. Tyurin

**Keywords:** *Solanum lycopersicum*, tomato, temperature stress, WGCNA, GO-enrichment

## Abstract

One of the unresolved questions in stress-response biology is how plants coordinate expression levels between the response and adaptation. In this work, we proposed a two-level analysis that examines both transcriptional and translational profiles of *Solanum lycopersicum* under conditions of short-term cold stress, hardening, and their combination. By combining polysome profiling and total transcriptome analysis, we revealed that expression under cold stress is not a simple linear process but a structurally distinct system with two coordinated regulation centres. Hardening triggers a strong transcriptional program focused on biogenesis, light signalling, and structural adaptations. In contrast, acute stress prompts selective translation of metabolic and defence proteins without prior transcriptional increase. Modular analysis (WGCNA) showed little overlap between transcriptional and translational networks, indicating functional differences between regulation levels. This work demonstrates that the cold response involves a strategic reallocation of resources between transcription and translation based on the type of signal. It bridges basic biology and applied breeding, providing targets promising for improving plant stress tolerance and advancing bioengineering of adaptive agriculture.

## 1. Introduction

Throughout the long evolutionary process, plants have faced many different environmental challenges, one of which is the deleterious effects of low temperatures. Despite the long-term trend of increasing average temperature, plants are regularly affected by low-temperature stress, which is one of the key abiotic factors that inhibit their growth, development and geographical spreading [1]. Spring frosts are the most destructive effects caused by changing weather conditions. In this case, the preservation of metabolic activity, as well as the survival of the plant as a whole when exposed to low temperatures, implies the initiation of a number of complex adaptation mechanisms that entail various kinds of biochemical, physiological, and structural changes [2,3]. Generally, plant response to cold affects many aspects of plant life, forming collectively a concerted chain of reactions at molecular, cellular, and organismal levels, which ultimately aims to provide plant resistance to cold stress [4].

According to the current model of low-temperature perception by plants, some of the first transformations to which they undergo as a result of cold exposure are a decrease in the fluidity of cell membranes and, as a consequence, conformational changes in membrane proteins, including receptor proteins. Excitation of cold receptors together with depolymerisation of the cytoskeleton of plant cells leads to the initiation of complex signalling cascades accompanied by the involvement of secondary messengers, namely calcium ions and reactive oxygen species (ROS), which transmit external signals inside the cell [5]. In the course of signal transduction, there is regulation of the activity of various kinases that perform both the processes of temperature signal perception and propagation and activation of cold response gene expression, including transcription factors (TFs). One of these factors is CBF (C-repeat binding factor), whose expression significantly increases in response to cold stress. CBF expression is positively regulated in the presence of ICE1 (Inducer of CBF Expression 1), in contrast to MYB15, which has the opposite effect. CBF directly binds to cis-elements in the promoters of COR (cold-regulated) genes, inducing their expression with the subsequent formation of various osmotic and antifreeze proteins responsible for the protection and subsequent stabilisation of cellular structures, preventing the formation of intracellular ice crystals, and eliminating the effects of dehydration. Due to the excessive formation of ROS (reactive oxygen species) accompanying cold shock, antioxidant defence mechanisms are also triggered in plant cells to reduce oxidative stress [5,6]. In addition, lipids, as the main part of cell membrane structure, undergo changes that ensure membrane fluidity due to the action of desaturase enzymes aimed at increasing the content of unsaturated fatty acids in their composition [7]. This concept of plant reactions in response to cold stress gives only a partial idea of the adaptation mechanism of their survival under unfavourable environmental conditions.

For a complete understanding of the interaction of the processes occurring during the response of plants to low-temperature stress, it is necessary to pay special attention to the comparison of gene expression regulation systems at the transcription and translation stages with dynamical cellular resolution. This approach is intended to expand the understanding of the mechanisms of protein synthesis adaptation and modification processes under stress conditions. Cold stress alters the transcription pattern of many genes; some of them are inhibited, as, for example, it happens with genes responsible for energy production during photosynthesis, presumably to prevent photooxidative damage to the photosynthetic apparatus. On the contrary, another set of genes is expressed to a higher degree, as their products represent defence proteins and enzymes of the antioxidant system necessary for plant adaptation. One of the regulatory tools continuously changing during cold exposure are transcription factors, which are able to coordinate the adaptation process through the interaction of a complex regulatory network. Meanwhile, it has been reported that a substantial fraction of cold-inducible genes (approximately 25%) encode TFs [8]. To date, many different TF families are known; some of them are CBF/DREB, MYB, bHLH, WRKY, NAC, bZIP, etc., which at the molecular level are directly involved in the regulation of plant adaptation mechanisms. These transcriptional factors are able to recognise and bind to specific motifs located in the promoters of stress-responsive genes, providing a fine regulation of their expression and consequently shaping the plant response [9,10].

However, a high level of transcripts of certain genes does not guarantee a high level of the corresponding proteins, because before proceeding to translation, mRNA undergoes a number of post-transcriptional changes, such as splicing, polyadenylation, and capping of pre-mRNA, which regulate its stability and translational availability. MicroRNAs (miRNAs) are considered to be among the key post-transcriptional regulators of expression, capable of leading to the degradation of mRNAs with which they are complementary. Moreover, many miRNA target genes encode transcription factors, some of which are responsible for plant reactions to cold stress. Also, during post-transcriptional changes, pre-mRNA undergoes alternative splicing (AS), which produces different mRNA variants, increasing the diversity of translated proteins [11]. At the translational level, stress conditions induce plants to selectively translate key proteins critical for survival, while the synthesis of other proteins is reduced or ceases altogether, thus optimising the energy losses of the cell. Translational regulation of pre-existing mRNAs is a rapid alternative way to control gene expression [12]. Also, one of the key aspects of the cellular response is the temporal shift in activation of transcription and translation processes. The occurrence of stress entails a rapid change in the transcript levels of various genes, but their translation may be delayed to varying degrees. This flexible mechanism of temporal coordination of transcription and translation processes allows the synthesis of the most essential proteins for survival to occur first, thereby freeing up cellular resources for higher priority targets. An approach based on the integration of transcription and translation data has the potential to expand the understanding of how plants overcome environmental challenges and ensure long-term tolerance to low temperatures.

The aim of this study was primarily to demonstrate significant functional differences between expression profiles at the transcriptional and translational stages in plants exposed to a stress factor (namely, low temperatures).

## 2. Results

### 2.1. Assessment of the Level of Plant Stress Due to Low Temperatures

After the experimental tomato (*Solanum lycopersicum*) plants were exposed to the specified temperature conditions, we had to confirm their (the plants’) physiological status. For this purpose, we applied widely used tests for biochemical markers of low-temperature stress: sugars accumulation, electrolyte output, and malonic dialdehyde accumulation.

### 2.2. Sequencing of mRNA Libraries

All mRNA libraries were sequenced in two technical repetitions on the Illumina 6000 platform. 

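Leaves of tomato plants under 4 conditions were used for 3 kinds of library, namely total RNA, the monosome fraction and the polysome fraction. Each combination of fraction and condition had 2 libraries, which makes 24 in all. Polysomes are mRNAs that carry several ribosomes and monosomes are mRNAs that carry a single ribosome. Control plants were kept at 22 °C. Hardening plants were held at 4 °C for 5 days, Stress plants were placed at 0 °C for 2 h, and Combo plants received the 5 days of hardening and then the 2 h at 0 °C. All plants were 28 days old. By the paper's methods, Stress and Combo plants were collected 2 h later in the day than Control and Hardening plants. Comparisons between these pairs cannot separate the treatment from the time of day. The sample labels give 6 °C for the hardening treatment where the paper gives 4 °C, and a growth light of 100 µmol per square metre and second where the paper gives 200. The paper calls the 2 libraries of a condition technical repetitions, whereas the column headings of the deposited table call them biological replicates. How much of the variation between plants their spread covers is therefore not known.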

At least 30 M (Table S1) reads per sample in each direction (PE) were obtained (detailed information about readings is accessible in GEOsample.csv table in Supplementary Materials Section). 

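Read numbers per library are the paper's own, from Table S1, and are summarised here by fraction. The 8 total RNA libraries had from 62693437 to 73640103 read pairs (median 66884734) and the 8 polysome libraries from 47266378 to 70536691 (median 64779719). The 8 monosome libraries had from 11566255 to 69020374 read pairs (median 57203564). The lowest value belongs to a monosome library of the Stress condition, whose other library had 51711469. A polysome library of the Stress condition has the next lowest value of the 24 libraries. The deposited values keep no depth, because they sum to 1000000 in every library, so no interval for counting error can be computed for a single transcript. Between 20551 and 21698 transcripts per total RNA library had a value of at least 1, against 13363 to 18415 per polysome library and 12922 to 18270 per monosome library.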

The length of the reads was 150 bp. Phred quality score of the reads filtered for further analysis was 30 or more. 

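The deposited table gives TPM, a value that sets the reads of a transcript against its length and the sum of the library, for 45845 RefSeq transcripts in each of the 24 libraries. The authors made these values with kallisto from reads mapped to the transcriptome of assembly SL3.1, with each estimate divided by the effective length of the transcript and scaled to the same sum in every library. Estimated read counts were not used here. Because the sum is fixed, a transcript that takes a large share of a library lowers the values of all others in it. The 10 most abundant transcripts took from 6.67 to 15.9% of the sum in total RNA libraries, from 11.0 to 60.02% in polysome libraries and from 10.3 to 68.9% in monosome libraries. Each library was therefore divided by a factor taken from the trimmed mean of its log ratios to a reference library, with 30% of the log ratios and 5% of the mean levels trimmed at each end. Taken over all 24 libraries, the factors ranged from 1.39 to 1.80 for total RNA, from 0.359 to 1.39 for polysomes and from 0.363 to 1.40 for monosomes. Each fit computed its factors anew from the libraries it covered, so its factors differ from these. Tests, components and distances used log2(scaled TPM + 1) unless stated otherwise. The Pearson correlation between the 2 libraries of a condition was taken on log2(TPM + 1) without scaling. Across transcripts, which are not independent replicates, it lay between 0.969 and 0.977 for total RNA, between 0.906 and 0.976 for polysomes and between 0.835 and 0.964 for monosomes.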

Raw reads as well as preprocessing results (read counts received with kallisto) are deposited in GEO (GSE282483).

### 2.3. Analysis of Primary Sequencing Results Using Principal Component Analysis (PCA)

We applied the principal component analysis (PCA) to form a first impression of the data and to reduce the dimensionality of the data. 

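The components were computed from the 16 total RNA and polysome libraries, with 20092 transcripts whose mean scaled TPM over these libraries was at least 1, centred and not divided by their standard deviation. The paper's text does not name the values that entered its components. With untransformed TPM as deposited, the first component held 87.2% of the variance and 6 transcripts carried 98.4% of its squared loadings. One of these 6, XR_003246298.1, is listed as ribosomal RNA in a names table of the tomato assembly SLM_r2.1, and the other 5 are not in that table.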

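On the log2 scale the first component held 51.6% of the variance and the second 20.7%. The 8 total RNA libraries lay between -63.0 and -47.9 on the second component and the 8 polysome libraries between 22.7 and 93.4, so the 2 fractions did not overlap there. The first component separated conditions within both fractions. Total RNA libraries of Hardening and Combo lay at 76.1 or above on it and those of Control and Stress at -71.3 or below. Among polysome libraries the high values belonged to those labelled Stress and Combo, at 82.2 or above, and the low values to those labelled Control and Hardening, from -105 to -103.

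**Figure D1:**
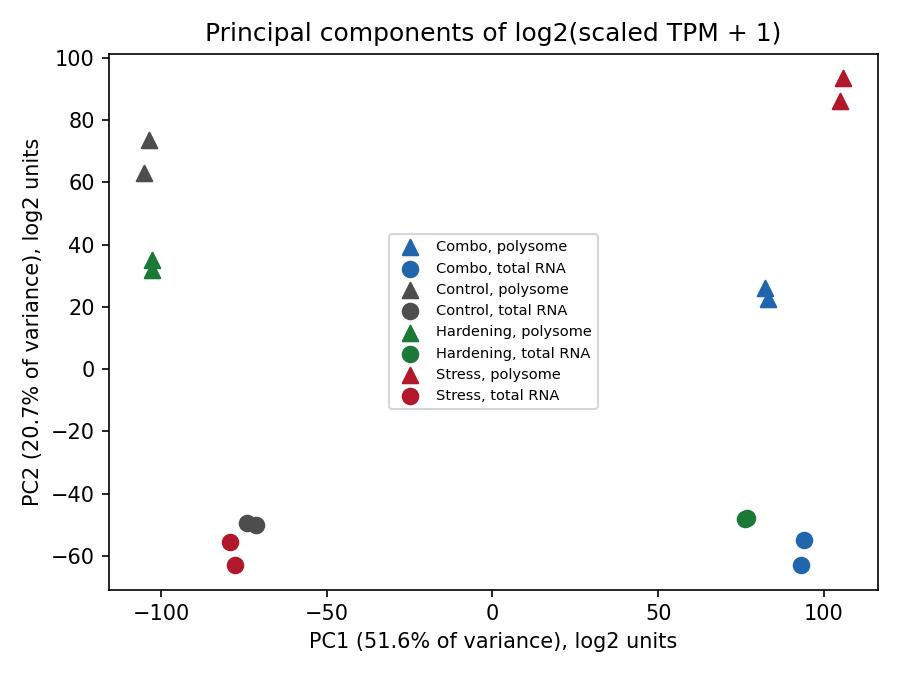
Position of each of the 16 libraries on the first component (x axis) and the second component (y axis) of log2(scaled TPM + 1), in log2 units. Circles are total RNA libraries, which all lie below 0 on the second component, triangles are polysome libraries, which all lie above 0, and colours are the labelled conditions.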

The principal component distribution (Figure 1) shows that all experimental samples fall into two groups: samples reflecting transcriptional dynamics and translational dynamics. 

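In total RNA, the mean profiles of Hardening and Combo were 67.9 log2 units apart (Euclidean distance over all transcripts used) and those of Control and Stress 71.0. Distances across these pairs were larger, at 166 between Control and Hardening, 183 between Control and Combo, 173 between Hardening and Stress and 184 between Stress and Combo. The 2 libraries of a total RNA condition were from 49.4 to 60.2 units apart. The mean distance within the pairs was 0.394 times the mean distance across them, and between 0.269 and 0.435 times under 8 other settings. In the polysome fraction the same ratio, taken by the labels, was 1.25. It was between 1.07 and 1.39 under the 6 other settings on the log2 scale, but 0.663 for untransformed scaled TPM and 0.479 for untransformed TPM as deposited, so its place above 1 depends on the log2 scale. On that scale, the polysome libraries labelled Control and Hardening were 107 units apart and those labelled Stress and Combo 132, while the libraries labelled Control and Stress were 231 apart and those labelled Hardening and Combo 196. The 2 libraries of a polysome condition differed by 62.7 to 144 units.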

In our opinion, the compact subclustering of transcripts from hardened plants (Hardening and Combo) separately from control and stressed plants can be explained quite simply—hardening is a time-consuming process, unlike the short-term stress exposure used in this study. That is, the model plants under conditions of low positive temperatures had time to change the expression profile at the transcriptome level, whereas plants exposed to short-term low temperatures did not have such an opportunity. In general, transcripts from total RNA (matched transcription) also formed a significantly more compact cluster than translational samples (polysome fraction). This pattern may be partly explained by the greater lability of translation in terms of regulation.

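The distance of each condition's mean from the centre of its fraction was 89.9 log2 units for Control, 84.2 for Hardening, 93.7 for Stress and 97.8 for Combo in total RNA. For polysomes it was 117 for Control, 112 for Hardening, 133 for Stress and 107 for Combo. Every polysome condition was thus farther from its centre than every total RNA condition. The mean distance was 91.4 for total RNA and 117 for polysomes, a ratio of 1.28 (two-sided exact permutation test over the 70 splits of the conditions, p = 0.0286, the smallest that 4 conditions against 4 allow). That test treats the 8 distances as independent, although the same 4 conditions occur in both fractions. An exact permutation test that flips the signs of the 4 paired differences, chosen after seeing the data, gave p = 0.125, the smallest that 4 pairs allow. Untransformed scaled TPM moved the ratio of the mean distances most, to 12.6. The paper proposes that the pattern is partly due to a greater lability of translation in its regulation.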

### 2.4. Differential Expression Analysis

Differential expression analyses were performed for all comparisons, identifying three groups of genes: Up—genes with increased expression (logFC > 1, *p*-value cutoff = 0.05), Down—genes with decreased expression (logFC < −1, *p*-value cutoff = 0.05), and Stable—genes with stable transcription levels (−1 <= logFC <= 1, *p*-value cutoff = 0.05). 

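The 8 total RNA libraries were compared with limma, which fits one mean per condition and moderates the variance of each transcript by a trend over expression level. The fit covered 22012 transcripts with a mean scaled TPM of at least 1, and p-values were adjusted by the Benjamini-Hochberg method in each comparison. The paper's cutoffs were applied to the adjusted p, so that Stable holds transcripts with a significant change of at most 1 on the log2 scale. The authors used edgeR, which models read counts and cannot be used on TPM. Fold changes are on the log2(scaled TPM + 1) scale, which understates changes of transcripts with low values. In simulated data with 200 transcripts changed by 2 on the log2 scale, 184 (92%) were called in the right direction and 3 unchanged transcripts were called. The changed transcripts were drawn only from those with a mean over 3 on the log2 scale, so recovery at lower levels was not tested. Noise was simulated as independent between libraries, without deviations shared by replicate number. Total RNA libraries with the same replicate number deviated together from their condition means, with a Pearson correlation across transcripts, which are not independent replicates, of 0.323 on average and from 0.292 to 0.344 over the 6 pairs of conditions. Each comparison was therefore also fitted with the replicate number as a block.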

After searching for differentially expressed genes using the edgeR package, the initial results were presented as UpSet plots (Figure 2), where the height of the bars in the plot reflects the size of the intersection of the DEGs sets for the corresponding comparison variants. Despite the rather general nature of the data presented, some striking features can be identified.

For the Up group, i.e., for genes with increased expression, we can note the size of the primary DEGs sets ranging from 3000 to 4000 genes, with the Combo_vs_Hargening and Stress_vs_Control comparisons falling out of this pattern, which can be explained in the same way as the distribution of PCA data—stress (in the presented experiment) is a short-term effect (2 h), which may not be sufficient to significantly alter the transcriptional profile. 

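The Up group held 2951 transcripts in Hardening_vs_Control, 3438 in Combo_vs_Control, 3426 in Combo_vs_Stress and 3989 in Stress_vs_Hardening. It held 508 in Stress_vs_Control and 418 in Combo_vs_Hardening. With the replicate number as a block the Up group held 2999, 3491, 3484, 4047, 591 and 476 transcripts in the same order. In Hardening_vs_Control, Combo_vs_Control and Combo_vs_Stress the scaling of the libraries moved the Up group most. TPM as deposited gave 4909 transcripts in Hardening_vs_Control, 5326 in Combo_vs_Control and 4692 in Combo_vs_Stress, and the median log2 change of all transcripts in the first 2 moved to 0.33 and 0.32. The share of Up among Up and Down together then rose from 43.8 to 65.1% in Hardening_vs_Control, from 44.0 to 62.0% in Combo_vs_Control, from 43.6 to 56.1% in Combo_vs_Stress and from 53.9 to 64.9% in Stress_vs_Control. It fell from 55.9 to 40.7% in Stress_vs_Hardening and from 45.9 to 42.0% in Combo_vs_Hardening. Symbols come from the names table of assembly SLM_r2.1, which paired 34881 of the deposited identifiers with 24942 genes. LE25 (NM_001309385.1) and AKR4B (NM_001353492.1) rose most in Hardening_vs_Control among transcripts with a symbol and a mean of at least 10 TPM. LE25 had 932 ± 101 TPM (SD, n = 2) in Hardening and 2.10 ± 0.793 in Control, a log2 fold change of 7.93 (standard error 0.21, limma adjusted p = 1.49e-06). AKR4B had 1840.3 ± 39.96 TPM in Hardening and 9.36 ± 0.493 in Control, a log2 fold change of 7.10 (standard error 0.08, limma adjusted p = 1.93e-07). For the small sets of Stress_vs_Control and Combo_vs_Hardening, the paper proposes that 2 h of stress may be too short for a significant change of the transcriptional profile.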

The Combo_vs_Stress, Combo_vs_Control, and Hardening_vs_Control samples show a curious similarity in the composition of DEGs, both when compared pairwise and jointly. 

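Of the Up transcripts, 2471 were shared by Hardening_vs_Control and Combo_vs_Control, 2278 by Hardening_vs_Control and Combo_vs_Stress, and 2665 by Combo_vs_Control and Combo_vs_Stress. All 3 comparisons shared 2163 Up transcripts, and 2181 with the replicate block. On TPM as deposited, an alternative for intersections that was chosen after seeing the data, they shared 3422.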

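Stress_vs_Control gave 942 transcripts in Up and Down together, and Combo_vs_Hardening gave 910. Both comparisons also differ in the time of day at which the plants were collected, so changes of single genes may not be due to cold alone. In the first comparison 18179 transcripts changed by at most 1 on the log2 scale without reaching the p threshold, and in the second 17663. With the replicate number as a block these numbers fell to 15598 and 15264, and the Stable group, which requires an adjusted p under 0.05, rose from 2316 to 4897 in the first and from 3003 to 5402 in the second. In Stress_vs_Control, CBF1 (NM_001247194.2) rose from 10.2 ± 2.86 TPM in Control to 191 ± 6.63 in Stress (SD, n = 2 each), a log2 fold change of 4.03 (standard error 0.19, limma adjusted p = 0.000176). SRG2 (NM_001247299.2) rose by 3.01 on the log2 scale (limma adjusted p = 3.04e-05). LAPA1 (NM_001246933.2) decreased from 57.3 ± 4.70 to 3.93 ± 0.0875 TPM, a log2 fold change of -3.69 (standard error 0.09, limma adjusted p = 2.46e-05), and CHRDi (NM_001279340.2) fell by 3.61 on the log2 scale (limma adjusted p = 7.28e-05). In Combo_vs_Hardening, ERF-D4 (XM_004248687.4) rose from 0.749 ± 0.0743 TPM in Hardening to 12.4 ± 1.14 in Combo, a log2 fold change of 2.88 (standard error 0.14, limma adjusted p = 0.000291). MIR482a (NR_108009.1) had 11.3 and 10.4 TPM in the Combo libraries and is listed at 0 in both Hardening libraries. ELIP (NM_001320256.1) decreased from 2433 ± 209 TPM in Hardening to 408 ± 18.0 in Combo, a log2 fold change of -2.54 (standard error 0.08, limma adjusted p = 0.000114). CRY3 (NM_001309375.1) fell by 2.41 on the log2 scale (limma adjusted p = 0.000221).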

If we keep in mind that the Stress sample is not significantly different from the Control sample and the Combo sample is not significantly different from the Hardening sample, it is not difficult to find an explanation for these results.

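The Down group held 3794 transcripts in Hardening_vs_Control, 4383 in Combo_vs_Control, 4440 in Combo_vs_Stress and 3151 in Stress_vs_Hardening, against 434 in Stress_vs_Control and 492 in Combo_vs_Hardening. Fitted with the block, it held 3866, 4444, 4488, 3198, 521 and 550 in the same order. Hardening_vs_Control, Combo_vs_Control and Combo_vs_Stress shared 2912 Down transcripts, and 2938 with the block. Cab-1D (NM_001346777.1) and CAB12 (NM_001330641.1) are genes of chlorophyll a/b-binding proteins and fell most in Hardening_vs_Control among transcripts with a symbol and at least 10 TPM. Cab-1D decreased from 3544 ± 121 TPM in Control to 17.6 ± 0.457 in Hardening (SD, n = 2), a log2 fold change of -7.96 (standard error 0.07, limma adjusted p = 1.35e-07). CAB12 decreased from 526 ± 13.2 to 2.16 ± 0.272 TPM, a log2 fold change of -7.72 (standard error 0.13, limma adjusted p = 4.54e-07). Genes of this family are similar in sequence, and kallisto could have assigned reads of one member to another.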

The distribution of DEGs compositions with reduced expression (Down group) almost completely qualitatively coincides with the results of the Up group, which does not require additional explanation.

Special attention should be paid to the group of genes with stable expression. 

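Under the literal definition the Stable group held 6452 transcripts in Hardening_vs_Control, 6348 in Combo_vs_Control, 6179 in Combo_vs_Stress and 6413 in Stress_vs_Hardening. It held 2316 in Stress_vs_Control and 3003 in Combo_vs_Hardening. The replicate block raised these numbers to 7965, 7705, 7524, 7832, 4897 and 5402. An unadjusted p in place of the adjusted one gave 5513 transcripts in Stress_vs_Control.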

In this case, the sizes of gene sets for individual comparisons reflect not differentially expressed genes but genes common to both comparisons. The Combo_vs_Stress, Combo_vs_Stress, Combo_vs_Control, Hardening_vs_Control, and Hardening_vs_Control samples demonstrate a certain similarity in the composition of DEGs (623 genes).

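Stable transcripts shared by Hardening_vs_Control, Combo_vs_Control and Combo_vs_Stress numbered 2614, and 2122 of these were also Stable in Stress_vs_Hardening. Within the blocked fit the numbers were 3663 and 3031. Over all 6 comparisons 15 transcripts were Stable throughout, 163 with the block and 95 with an unadjusted p.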

However, simply comparing samples of DEGs is not the most informative approach, primarily due to the different sizes of these samples. To offset the impact of differences in the size of DEGs sets, we calculated Jaccard coefficients and presented them as heat maps (Figure 3) for a more relevant comparison of differential expression analysis data. 

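For the Up group, the Jaccard coefficient was 63.1% between Hardening_vs_Control and Combo_vs_Control, 55.6% between Hardening_vs_Control and Combo_vs_Stress and 63.5% between Combo_vs_Control and Combo_vs_Stress, the highest of the 15 pairs of comparisons. The same 3 pairs gave 67.4, 59.4 and 70.1% for the Down group and 43.4, 37.6 and 45.0% for the Stable group. In the blocked fit the 3 pairs ranged from 55.1 to 63.2% for Up, from 59.0 to 70.0% for Down and from 43.4 to 49.3% for Stable. Stress_vs_Control and Combo_vs_Hardening shared 14.3% of their joint Up transcripts and 3.58% of their joint Down transcripts.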

With this representation, groups with common gene subsets remain the same as when considering the primary data while gaining quantitative characterisation.

### 2.5. Differential Translation Analysis

While transcriptomic data (reflecting the expression profile at the transcriptional stage) are suitable for direct comparison, polysome sequencing results (indirectly reflecting translation intensity) cannot be compared directly with each other. This is primarily due to the direct influence of transcript start amounts on the number of ribosome-bound transcripts. Since the number of translated transcripts largely depends on the initial number of mRNA molecules of a given type, normalization of poly/total is required—the so-called translational ratio—how effectively molecules of a particular mRNA type enter the translation process. Also, because transcript length directly affects the number of bound ribosomes (although this relationship may be indirect and rather unobvious), it makes sense to normalise differential expression data to transcript length for within-sample comparisons, but this is not necessary for between-sample comparisons. 

Translational efficiency—the ratio of the number of RFPs (of a given gene/data isoform) to the total number of reads mapped to the coding region of a given gene/data isoform.

Change in translational efficacy—the ratio (or difference in the case of logarithmic values) of the translational efficacy values for the two samples being compared [13].

Translational ratio—the ratio of the number of transcripts translated (of a given gene/data isoform) to the total number of transcripts (of a given gene/data isoform) [14].

Changes in translational ratio—the ratio (or difference in the case of logarithmic values) of the translational ratio values for the two samples being compared.

Thus, to study the dynamics of translation between samples, we calculated the translational rate for each experimental sample as follows:

$$I_{i}=logFC\frac{poly}{total}={log}_{2}\frac{poly}{total}$$

And already then the samples were compared with each other according to the following parameter:

$$\Delta TR=I_{i}-I_{j}$$

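Differential translation was tested as the difference between conditions in log2(poly/total), the translational ratio. The paper's text does not name a test for this step. Total RNA and polysome libraries were fitted together with one mean per fraction and condition, and the contrast was polysome minus total RNA in one condition minus the same in the other. The test of limma covered 20092 transcripts, and the cutoffs of the transcription step were kept. In simulated data 155 of 200 transcripts changed by 2 on the log2 scale were recovered (77.5%) and 9 unchanged transcripts were called. As in the simulation for transcription, the changed transcripts were drawn from the more abundant ones and the noise was independent between libraries. Same-numbered polysome libraries had a mean correlation of their deviations across transcripts, which are not independent replicates, of -0.00104 (from -0.0281 to 0.0279 over 6 pairs). For total RNA and polysome libraries of one condition it was 0.0175 (from -0.0740 to 0.0682 over 4 conditions). In the polysome libraries, the 6 transcripts that dominate untransformed TPM held 51.6% of the TPM under the label Control and 39.1% under Stress, against 3.83% under Hardening and 6.24% under Combo.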

We also analysed differential translation for all comparison variants, identifying three groups of genes: Up—genes with increased translation level, Down—genes with decreased translation, and genes with stable translation level. 

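Between the libraries labelled Stress and Control, the translational ratio was Up in 4158 transcripts, Stable in 2095 and Down in 4119. The replicate block gave 4161 Up, 2229 Stable and 4139 Down. TPM as deposited gave 7269 Up and 2283 Down, the median change of all transcripts moved to 0.61 on the log2 scale, and the share of Up among Up and Down moved from 50.2 to 76.1%. CBF1 had 77.7 ± 14.5 TPM in the polysome libraries labelled Control and 3.91 ± 0.975 in those labelled Stress (SD, n = 2), while in total RNA it was higher under Stress. Its translational ratio changed by -9.14 (standard error 0.43, limma adjusted p = 4.64e-08) on the log2 scale. In the polysome libraries labelled Hardening, CBF1 had 234 ± 2.28 TPM, against a mean of 2.91 TPM in total RNA of Hardening. ERF-B5 (XM_004235137.4) had 0.456 TPM in one polysome library labelled Stress and is listed at 0 in the other, and its ratio changed by -9.68 (standard error 0.37, limma adjusted p = 1.14e-08). AKR4B had 1754 and 1608 TPM in the polysome libraries labelled Stress and a mean of 4.09 TPM in total RNA of Stress, and its ratio rose by 9.21 (standard error 0.14, limma adjusted p = 4.01e-11). LE25 rose by 7.98 (standard error 0.41, limma adjusted p = 9.44e-08). A position between Control and Combo was computed for every library from 3099 transcripts Up and 4029 Down in Combo_vs_Control of total RNA, with the Control mean of each fraction at 0 and its Combo mean at 1. These are fewer than the 3438 Up and 4383 Down of the fit of total RNA alone. In total RNA, Hardening lay at 0.840 and Stress at 0.0590. In polysomes the libraries labelled Hardening lay at -0.0220 and those labelled Stress at 0.987.

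**Figure D2:**
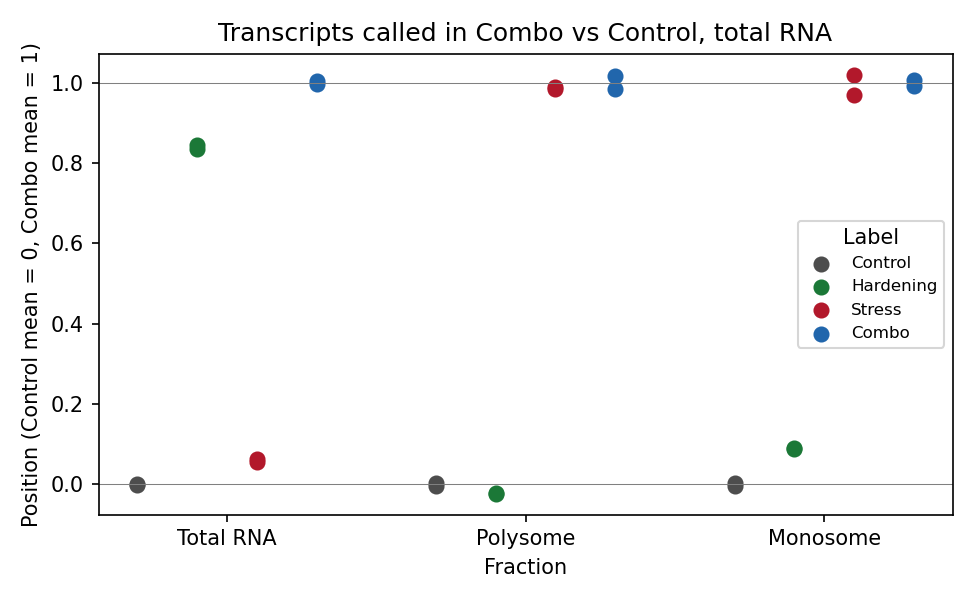
Position of each of the 24 libraries between Control and Combo (y axis, no unit, Control mean = 0 and Combo mean = 1 in each fraction) by fraction (x axis), with one point per library and colours for the labelled conditions. Hardening libraries lie near Combo in total RNA and near Control in polysomes and monosomes, and Stress libraries lie near Control in total RNA and near Combo in the other fractions.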

When examining the resulting UpSet plots (Figure 4), it can be concluded that in contrast to the differential expression data, where the Stress and Control samples had minor differences, the differential translation data show significantly larger differences, which can be explained by a higher rate of translation regulation as opposed to transcription.

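The comparison of the libraries labelled Stress and Hardening gave 5709 Up and 5928 Down transcripts of the translational ratio, the largest numbers of the 6 comparisons in both directions. Fitted with the block, they were 5735 and 5944. The 5 other comparisons ranged from 1504 to 4817 Up and from 566 to 4119 Down. On TPM as deposited the Up group was larger in Combo_vs_Control (10600 transcripts) and Stress_vs_Control (7269) than in Stress_vs_Hardening (6406). With polysome libraries compared directly it was also larger in these 2 comparisons (4737 and 4267 against 4087). The Down group was largest in Stress_vs_Hardening under every setting. The ratio of AKR4B rose by 16.47 (standard error 0.14, limma adjusted p = 1.60e-13) on the log2 scale and that of LE25 by 15.52 (standard error 0.41, limma adjusted p = 1.70e-10). CAB12 changed by -16.51 (standard error 0.37, limma adjusted p = 5.25e-11) and Cab-1D by -16.49 (standard error 0.20, limma adjusted p = 6.26e-13), and reads could have been exchanged between members of their family. Polysome TPM of Cab-1D were 6675 ± 2.50 in the libraries labelled Hardening and 15.5 ± 0.894 in those labelled Stress (SD, n = 2), whereas its means in total RNA were 17.6 and 3924 TPM. Of the transcripts Up in total RNA in this comparison, 3421 were Down in the translational ratio and 5 were Up. Of those Down in total RNA, 2658 were Up in the ratio and 9 were Down. Total RNA enters the ratio with a minus sign, so these counts would lean this way even if polysomes did not change.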

For both Up and Down, the largest sizes of primary DTGs sets can be observed in the Stress_vs_Hardening comparison group (2812 and 4033, respectively). At the same time, if we take into account that the Combo sample, in contrast to Stress, has insignificant differences with the Hardening and Control samples, it can be concluded that the hardening method contributes significantly to plant resistance to low temperatures.

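Combo_vs_Control had 1504 Up, 1097 Stable and 566 Down transcripts of the translational ratio by the labels. Its Up and Down groups were the smallest of the 6 comparisons in this fit. The rank of the Up group depends on the setting. It was the largest of the 6 on TPM as deposited (10600 transcripts) and with polysome libraries compared directly (4737). Combo_vs_Hardening had 3351 Up, 2040 Stable and 2741 Down transcripts, and Combo_vs_Stress had 4817 Up, 1985 Stable and 3005 Down. The blocked fit gave 1527 Up, 1222 Stable and 603 Down in Combo_vs_Control, 3358 Up, 2143 Stable and 2766 Down in Combo_vs_Hardening and 4859 Up, 2115 Stable and 3024 Down in Combo_vs_Stress. The share of Up among Up and Down in Combo_vs_Control moved from 72.7 to 97.1% on TPM as deposited, where the median change of all transcripts was 1.12 on the log2 scale. When the polysome libraries labelled Combo and Control were compared directly, without division by total RNA, 4737 transcripts were Up and 3493 Down. The ratio of ICE1A (NM_001287789.1) changed by 0.12 (standard error 0.22, limma adjusted p = 0.745) in Combo_vs_Control, which is within the replicate error, but by 1.33 on TPM as deposited (limma adjusted p = 0.00114). The ratio of CBF1 changed by -4.40 (standard error 0.43, limma adjusted p = 0.000177). From small differences of Combo with the Hardening and Control samples, the paper concludes that hardening contributes to resistance to low temperatures.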

It is noteworthy that for the Stable group there is a set of 235 genes whose stable expression level is maintained for all experimental conditions, which is consistent with the Jaccard coefficients for the corresponding group (Figure 5), where the degree of similarity in pairwise comparisons ranges from 12% to 28%. It can be assumed that this gene pool is responsible for the functioning of basic aspects of plant cell viability and retains its translational activity regardless of stress or hardening conditions. However, analyses of gene ontologies did not reveal notable features of GO term enrichment.

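Stable transcripts of the translational ratio numbered 2085 in Hardening_vs_Control and 1550 in Stress_vs_Hardening, with the other 4 comparisons between 1097 and 2095. The number Stable in all 6 comparisons was 0, and also 0 with the replicate block. An unadjusted p gave 2 such transcripts and the fit without a filter on low values gave 10. Without any p-value, a setting applied to these intersections that was chosen after seeing the data, 4310 transcripts changed by at most 1 in all 6 comparisons. Jaccard coefficients of the Stable group ranged from 7.12 to 20.6% over the 15 pairs of comparisons, and from 7.56 to 21.8% with the block. For polysome libraries compared directly, also chosen after seeing the data, they ranged from 14.4 to 28.8%.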

### 2.6. Term Enrichment Analysis of Gene Ontologies

#### 2.6.1. KEGG

Up: pathways associated with ribosomal activity and regulation of protein synthesis (KEGG:03010, 03050, 03008) are predominant in the transcription step, particularly pronounced in Stress_T_vs_Hardening_T, Combo_T_vs_Control_T, and Hardening_T_vs_Control_T comparisons. This reflects the activation of genetic programmes that prepare the cell for stress. In contrast, the translation step is dominated by metabolic pathways (KEGG:01100, 01110) related to energy metabolism, biosynthesis of secondary metabolites, and carbohydrate metabolism. This is particularly expressed under Combo_vs_Stress, Combo_vs_Control, and Hardening_vs_Control conditions. A comparison of expression levels within the experimental groups showed that under stress conditions, transcription and translation are regulated independently: active transcription of ribosomal components is combined with metabolic compensation at the level of translation. In hardened plants, a stable combination of regulatory activity at the level of transcription and metabolic rearrangement in translation was observed. Under combined conditions (Combo), transcriptional responses are attenuated, whereas translation remains active, which may indicate the formation of stress memory and a switch of regulation to the post-transcriptional level. Thus, transcription reflects the preparatory phase of the response, while translation provides rapid metabolic adaptation. This emphasises the importance of integrated analysis of both expression levels for understanding the mechanisms of plant cold tolerance.

Stable: the KEGG:03010 ribosome-compared Stress_T_vs_Hardening_T, Combo_T_vs_Control_T, Combo_T_vs_Stress_T, and Hardening_T_vs_Control_T pathway is the most stable in transcription. This reflects the stable activity of the protein synthesis system. The KEGG:01200, 01230, 01100, and 01110 pathways associated with basic metabolism and degradation of substances are also repeated. At the level of translation, stability of metabolic processes prevails. KEGG:01230 is regularly active in several comparisons (Hardening_vs_Control, Combo_vs_Hardening, Stress_vs_Control), indicating maintenance of catabolic activity. Separate stable signals are observed at KEGG:03015, 00250, and 00330 (ribosome assembly, amino acid metabolism), whereas the ribosomal pathway (KEGG:03010) is conserved only in Combo_vs_Control and Combo_vs_Stress. The comparison of levels shows that transcription ensures stable expression of components of the protein machinery, while translation ensures stability of metabolic processes. The highest concordance is observed in the Combo group, which may reflect the physiological stability formed after hardening. Thus, stable genes represent a functional core that maintains basic cellular processes independent of external conditions.

Down: analysis of genes with reduced expression revealed that pathways related to general metabolism (KEGG:01100) and biosynthesis of secondary metabolites (KEGG:01110) are most pronouncedly repressed. These changes are particularly characteristic at the level of translation, where in most comparisons—including Stress_vs_Hardening, Combo_vs_Hardening, and Stress_vs_Control—the number of annotated genes in these pathways exceeds 70. Simultaneously, a number of transcriptional comparisons, such as Hardening_T_vs_Control_T, Combo_T_vs_Control_T, and Combo_T_vs_Stress_T, also show decreased activity of these same metabolic cascades as well as associated carbohydrate and amino acid metabolism pathways (00520, 00195, 00630, 00710, etc.). 

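Ribosomal protein genes were tested through 5 symbols in the names table (RPL3, RPL8, RPL37, rpl38 and RPS25), a choice made after seeing the data and far fewer than the pathway holds. In Stress_vs_Hardening of total RNA, all 5 were lower in Stress, with a median log2 fold change of -0.75 against 0.21 for the 1410 tested genes with a symbol. All 5 were also lower on TPM as deposited, with a median of -1.04. The Down group held 2 of the 5 (one-sided Fisher's exact test, p = 0.166, adjusted p = 0.608 over 54 tests), also with the replicate block (adjusted p = 0.668). The camera test of limma, which uses all transcripts and no list, gave a shift downwards (adjusted p = 0.0323 over 18 tests).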

At the level of transcription, suppression of ribosomal and regulatory pathways—KEGG:03010, 03050, 03008—was prominent, especially in the Stress_T_vs_Hardening_T comparison, which may reflect inhibition of synthesis of components of the translational machinery under conditions of transient or repeated stress. However, ribosomal pathways were suppressed less frequently and less significantly during the translation step, indicating that the main protein synthesising activity was retained even with a general decrease in metabolism. Thus, the reduced expression encompasses both key metabolic processes and individual elements of the translation system. This indicates the transition of cells into the energy-saving mode, in which transcription of most metabolic genes is reduced and translation becomes selective. The most pronounced and complex changes are noted in comparisons involving stressors after hardening, emphasising the significance of the sequence of exposure and the presence of adaptive metabolic rearrangement (Figure S1).

#### 2.6.2. GO:MF

Functional annotation of genes by GO:MF category revealed systematic differences in molecular functions depending on the direction of expression change. The genes with increased expression are characterised by the predominance of functions providing translational response, regulation of protein metabolism, and energy-dependent interactions. 

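Genes named as translation initiation factors were tested through 8 symbols (eIF-5A1, eIF-5A2, eIF-5A3, eIF-5A4, eIF4E1, eIF4E2, EIF(ISO)4E and EIF(ISO)4G), chosen after seeing the data. The set goes by symbol alone and is not the ontology term that the paper tested. In total RNA the Up group held 2 of the 8 in Hardening_vs_Control, 3 in Combo_vs_Control, 3 in Combo_vs_Stress and 0 in the other 3 comparisons. No over-representation passed the threshold (one-sided Fisher's exact test, lowest adjusted p = 0.608). The block gave 2, 3 and 3 in the first 3 comparisons, and TPM as deposited gave 4, 4 and 4. In the translational ratio of the libraries labelled Stress and Hardening, 7 of the 8 were higher in Stress and 3 were in the Up group (exact test, adjusted p = 0.908).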

In particular, activities related to translation factors (GO:0008135), rRNA binding (GO:0019843), translation initiators (GO:0003743), and GTP- and ATP-binding proteins are enriched. These patterns are particularly represented when comparing stressed and hardened plants, reflecting enhanced translational activity and mobilisation of the protein synthesising apparatus as a key adaptive strategy. The group with unchanged expression exhibits predominantly general molecular functions lacking strict context specificity. Prominent among these are functions of binding and non-specific catalytic activity, including binding profiles and general-purpose enzymatic activities that show neither stress nor metabolic orientation. This spectrum of function appears to correspond to a basic molecular pool that is not subject to dynamic regulation in response to changes in conditions. Genes with reduced expression are predominantly associated with metabolic and signalling functions requiring coenzyme support and ion transport. Enriched activities include metal and ion binding (including calmodulin-dependent), functions related to biotin and iron–sulfur clusters, and redox enzyme activities. In particular, suppression of the activities of NAD(P)H-dependent reductases, flavin-binding enzymes, and carboxylases may indicate systemic inhibition of certain energy and anabolic fluxes under stress conditions. Such functional shifts are particularly noticeable when comparing stressed plants with controls and indicate a prioritised shutdown of part of the metabolic and transduction cascades. Thus, the spectrum of molecular functions strictly correlates with the directionality of the transcriptional response: stress is associated with activation of protein synthesising and translational-regulatory functions, hardening is associated with rearrangement of enzymatic and coenzyme-dependent pathways, and stable functions remain the background of constant activity (Figure S2).

#### 2.6.3. GO:CC

The functional distribution of transcripts and translationally active mRNAs across cellular components (GO:CC) revealed distinct differences in the spatial organisation of the response to cold stress, hardening and their combination at the cell level. At the transcriptional level, genes with reduced expression were predominantly localised in chloroplast and photosynthetic structures, including photosystems I and II, thylakoid membranes, and the plastid envelope, reflecting systemic suppression of light-dependent processes under stress and, in part, in hardened and combined variants. 

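Photosystem genes were tested through 21 symbols of the names table for light-harvesting proteins and photosystem II subunits, chosen after seeing the data. In total RNA the Down group held all 21 in Hardening_vs_Control (one-sided Fisher's exact test, adjusted p = 9.10e-11), in Combo_vs_Control (adjusted p = 2.67e-10) and in Combo_vs_Stress (adjusted p = 2.67e-10). It held 0 of the 21 in Stress_vs_Control, also with an unadjusted p, where 12 genes were lower and 9 higher. Median log2 fold changes were -4.76, -5.15, -5.21 and -0.03 in the same order, against -0.24, -0.26, -0.24 and 0.00 for tested genes with a symbol. In the blocked fit all 21 were Down in the same 3 comparisons (exact test, adjusted p = 1.01e-10 in Hardening_vs_Control). TPM as deposited left 20 of the 21 in the Down group of Hardening_vs_Control, and made 16 of the 21 higher in Stress_vs_Control with a median of 0.08. Reads of these genes could have been shared within their family, so single members are less certain than the set.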

At the same time, suppression of mitochondrial and ribosomal components was observed, especially in the Stress_T_vs_Hardening_T comparison, where structures related to protein transport (vesicles, EPR, and Golgi complex compartments) are also involved. This indicates a broader impact of stress on the energy and protein synthetic infrastructure of cells. In contrast, genes with increased transcriptional activity showed enrichment in terms related to ribosomes, proteasomes, peptidase complexes, and structures involved in protein degradation and translation regulation (e.g., preribosome, small-subunit processome). This is particularly pronounced in the Combo_T_vs_Control_T and Hardening_T_vs_Control_T comparisons. 

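All 5 ribosomal protein genes used here were higher in total RNA in Hardening_vs_Control and in Combo_vs_Control, with median log2 fold changes of 0.74 and 0.82. The Up group held 0 of them and the Stable group all 5 in both comparisons (one-sided Fisher's exact test for Stable, adjusted p = 0.0184 and 0.0162). The replicate block left the 5 in Stable (exact test, adjusted p = 0.0413 and 0.0352). The 5 genes were also higher on TPM as deposited, with medians of 1.14 and 1.18, and the Up group held 3 and 3 of them. By limma's camera test the shift of the set had adjusted p-values of 0.0323 and 0.0418. RPL8 (NM_001247186.2) rose from 190.5 ± 3.22 TPM in Control to 382 ± 7.29 in Hardening as deposited (SD, n = 2), with a log2 fold change of 0.60 (standard error 0.07, limma adjusted p = 0.000467) after scaling.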

Variants involving stress (Stress_T_vs_Hardening_T) also activated chloroplast photosystems, indicating a possible recovery of photosynthetic function under some conditions. 

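In Stress_vs_Hardening of total RNA, all 21 photosystem genes were in the Up group, with a median log2 fold change of 4.55 (one-sided Fisher's exact test, adjusted p = 9.10e-11). The blocked fit again gave 21 (exact test, adjusted p = 1.01e-10), and TPM as deposited gave 20. CAB1B (NM_001329927.1), chosen after its values were seen, had 8657 ± 572 TPM in Stress, 451 ± 15.5 in Hardening and 9327 ± 651 in Control (SD, n = 2). Reads of CAB1B could have been exchanged with those of family members.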

At the level of translation, trends were generally maintained but were more selective. Increased expression was predominantly associated with ribosomal subunits and proteasome complexes in the Stress_vs_Hardening, Combo_vs_Hardening, and Hardening_vs_Control comparisons, emphasising the activation of rapid protein regulation and degradation systems under conditions of recovery and adaptation. 

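In the translational ratio, all 5 ribosomal protein genes used here were higher in Stress_vs_Hardening and in Combo_vs_Hardening, by the labels of the polysome libraries, with median log2 changes of 0.95 and 1.01. The Up group held 2 of them in Stress_vs_Hardening (one-sided Fisher's exact test, adjusted p = 0.928) and 3 in Combo_vs_Hardening (adjusted p = 0.206). In Hardening_vs_Control all 5 were lower, with a median of -1.13, and 3 were in the Down group (exact test, adjusted p = 0.151). Under the replicate block the group sizes were 2, 3 and 3 (exact test, adjusted p = 0.925, 0.212 and 0.155). By limma's camera test, which uses no list, the shift of the set was upwards in Stress_vs_Hardening (adjusted p = 0.0496 over 18 tests) and Combo_vs_Hardening (adjusted p = 0.0178) and downwards in Hardening_vs_Control (adjusted p = 0.00398). TPM as deposited left 4 of the 5 lower in Hardening_vs_Control with a median of -0.29, where the median of all transcripts was 0.53.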

Variants showing increased expression of genes encoding chloroplast components (Combo_vs_Stress, Hardening_vs_Control) indicated the possibility of reactivation of photosynthetic processes under certain pretreatment. 

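All 21 photosystem genes were in the Up group of the translational ratio in Combo_vs_Stress (median log2 change 5.48, one-sided Fisher's exact test, adjusted p = 1.85e-08) and in Hardening_vs_Control (median 4.60, adjusted p = 2.42e-10). The medians of the 1363 tested genes with a symbol were 0.53 and 0.29. Total RNA of the 21 genes fell in the same 2 comparisons, with median log2 fold changes of -5.21 and -4.76. It enters the ratio with a minus sign, so these Up calls do not by themselves show a rise in polysomes. The replicate block and TPM as deposited each gave 21 of 21 in both comparisons. CAB12 had 707 ± 19.7 polysome TPM in the libraries labelled Hardening and 139.7 ± 27.3 in those labelled Control (SD, n = 2), and its ratio to total RNA rose by 8.66 (standard error 0.37, limma adjusted p = 6.04e-08), with its reads open to exchange within the family. MIR482a had 22.5 and 63.6 polysome TPM in the libraries labelled Hardening and is listed at 0 in those labelled Control. The ratio of LE25 changed by -7.54 (standard error 0.41, limma adjusted p = 3.31e-07) in the same comparison and that of AKR4B by -7.25 (standard error 0.14, limma adjusted p = 6.03e-10). Between the polysome libraries alone, LE25 changed by 0.24 (limma adjusted p = 0.614).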

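The Down group of the translational ratio held all 21 photosystem genes in Stress_vs_Control, by the labels of the polysome libraries, with a median log2 change of -6.21 (one-sided Fisher's exact test, adjusted p = 9.29e-10). It held 21 with the replicate block (exact test, adjusted p = 1.07e-09) and 21 on TPM as deposited, with a median of -5.23. The Down group of Combo_vs_Stress held 0 of the 21, also with an unadjusted p. In Combo_vs_Hardening all 21 were Down (median -5.28, adjusted p = 7.29e-12), and in Combo_vs_Control 2 were Down and 7 Stable (exact test, adjusted p = 0.491 for Down and 0.0187 for Stable). In Combo_vs_Control 18 of the 21 were lower, with a downward shift by limma's camera test (adjusted p = 1.52e-07 over 18 tests). On TPM as deposited 21 were higher, but the median of all transcripts also rose there, from 0.22 to 1.12 on the log2 scale. The camera test sets the genes against all transcripts, so this count does not bear on its result.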

In turn, the reduced translational activity was concentrated in chloroplast-related structures including photosystems, thylakoids, and plastid membranes, especially in the Stress_vs_Control and Combo_vs_Stress comparisons. This further emphasises the repressive role of cold on photosynthetic activity. Interestingly, genes with unchanged expression at both transcriptional and translational levels were consistently associated with ribosomes and transport vesicles (e.g., ER-to-Golgi vesicles) as well as spliceosomal complexes. This may indicate that a baseline level of transcriptional and translational activity is maintained to ensure cellular homeostasis even under stress. Thus, GO analysis by cell component revealed a multilevel rearrangement of intracellular architecture in response to stress and adaptive interventions (Figure S3).

#### 2.6.4. GO:BP

Under conditions of stress and hardening, decreased expression of genes related to carbohydrate transport (GO:0008643) and pigment metabolism (GO:0042440, GO:0046148) was observed. This may indicate a redistribution of resources under stress conditions aimed at maintaining vital functions. Increased expression of genes involved in the localisation of proteins to organelles (GO:0033365, GO:0072599) indicates activation of processes that ensure proper functioning of cellular structures in response to stress effects. Decreased expression of genes related to amino acid catabolism (GO:0009063) and photosynthetic processes (GO:0009767) may reflect adaptation of metabolic pathways to altered environmental conditions. This allows the plant to efficiently utilise available resources and maintain energy balance. Genes with unchanged expression associated with key metabolic processes, such as amino acid synthesis and photosynthesis regulation, show resistance to stress. This emphasises the importance of maintaining basic cellular functions for plant survival. Thus, a comprehensive analysis of differential gene expression at the transcriptional and translational level under various stresses and hardening has revealed key biological processes involved in plant adaptation. The obtained data may serve as a basis for further studies of molecular mechanisms of plant resistance to unfavourable environmental factors (Figure S4).

#### 2.6.5. WGCNA

To conclude this study, we analysed weighted gene co-expression networks (WGCNA). Following the scheme presented above, data corresponding to transcription and translation were analysed separately. It is worth considering that the initial design of the experiment did not provide for the implementation of WGCNA; therefore, the modules and patterns found should be considered as preliminary and exploratory.

For transcriptional data, 12 modules (groups of genes whose expression shows correlation) were obtained (Figure S5); for data obtained for the translation step, 15 modules were obtained. For each of the steps (transcription and translation), the correlation between module and experimental conditions was examined (summarised data are presented as heat maps in Supplementary Materials). As can be seen for each condition, distinct co-expression modules were identified, differing both in the degree of correlation and in the power of these modules. It is worth noting, however, that in the vast majority of cases, the *p*-value is quite large (values indicated in brackets in the heat maps). Therefore, even if the observed regularities do occur, they cannot be considered statistically reliable, and additional experiments may be required to confirm them. Nevertheless, a certain number of comparisons are statistically significant. For these modules, we performed additional functional enrichment analyses, which showed the following.

For the transcriptional samples, the correlation between the control conditions and the peachpuff module can be considered statistically significant. 

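Module membership beyond the hub transcripts of Table S2 was not used here. The 10 hub transcripts of the transcriptional peachpuff module were compared between Control and the mean of the other 3 conditions, in the limma fit of the total RNA libraries. All 10 were higher in Control than that mean, with log2 differences from 0.23 to 0.71 and a median of 0.42. Of the 10, 6 passed an adjusted p of 0.05 over all transcripts, and 7 did with the replicate block. On TPM as deposited all 10 were higher, with a median of 0.18 against -0.25 for all transcripts, and 1 passed. XM_004234259.4, a thylakoid lumenal protein, had the lowest p, with mean values of 27.4 TPM in Control, 24.6 in Hardening, 29.9 in Stress and 11.0 in Combo. Its log2 difference was 0.71 (standard error 0.06, limma adjusted p = 0.000159 over all transcripts and 0.0002 over the 10). On mean scaled TPM, which enter the difference, this transcript had 31.9 in Control, 21.7 in Hardening, 32.2 in Stress and 9.89 in Combo. Of the 10, Combo was the lowest condition for 10 on scaled values, Stress was above Control for 5 and Control the highest for 5. On TPM as deposited Stress was above Control for 10 and Control the highest for 0.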

The correlation coefficient in this case is −0.98 (*p*-value = 0.025), indicating a general decrease in gene expression of this module in control conditions (for other processing conditions, the data are not statistically significant but show a weak positive correlation within 0.2–0.5). This module includes 464 genes. Functionally, these genes are annotated with high-level terms such as cellular component organisation or biogenesis, plastid organisation, cellular component organisation, thylakoid membrane organisation, response to light stimulus, plastid membrane organisation, mitotic cell size control checkpoint signalling, etc. For enrichment with GO:BP terms, in case of KEGG, these are Ribosome, Ribosome biogenesis in eukaryotes, and TCA cycle Krebs cycle (Supplementary Materials).

For the translational samples, 3 modules with *p*-value < 0.05 were identified: peachpuff (395 genes), correlation coefficient −0.98 (*p*-value = 0.02); lightgrey (1979 genes), correlation coefficient −0.99 (*p*-value = 0.014); and darksalmon (1214 genes), correlation coefficient −0.97 (*p*-value = 0.031).

Modules were associated with the following experimental conditions: peachpuff—hardening, lightgrey—a combination of hardening and stress, and darksalmon—stress.

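Table S2 lists 10 hub transcripts for the translational peachpuff module, 8 for lightgrey and 10 for darksalmon. Each list was tested for the translational ratio of its condition against the mean of the other 3, with limma and with the labels of the polysome libraries. The authors linked each module to its condition by a correlation in the same experiment, so these tests are not independent of that choice. The mean of 1 scaled TPM needed for the test was reached by 9 of the peachpuff transcripts, 0 of the lightgrey ones and 10 of the darksalmon ones. The network construction by which the authors defined the modules was not repeated here.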

Functional enrichment analysis of the genes of the peachpuff module (for translation) shows the predominance of high-level terms such as translation, macromolecule biosynthetic process, gene expression, biosynthetic process, protein metabolic process, macromolecule metabolic process, negative regulation of gene expression via chromosomal CpG island methylation, protein targeting to ER, etc. For enrichment with GO:BP terms, in the case of KEGG and WP, they are Ribosome, Ribosome biogenesis in eukaryotes, and TCA cycle Krebs cycle. These processes are suppressed in hardened plants.

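The translational ratio of the 9 tested peachpuff hub transcripts was lower in the libraries labelled Hardening than in the other 3 conditions for all 9, in both replicates. The log2 differences ranged from -1.76 to -0.50 with a median of -1.25. Of the 9, 8 passed an adjusted p of 0.05 over all transcripts and 8 over the list alone, and 8 did with the replicate block. The paper chose this module for its negative correlation with hardening in these samples, so the test is not independent of that choice. Of all 20092 transcripts tested, 28.8% passed in the same direction. On TPM as deposited 10 transcripts could be tested, of which 10 were lower and 9 passed. XM_004250206.4, the large ribosomal subunit protein eL6, had mean polysome values of 90.1 TPM in the libraries labelled Control, 213 in Hardening, 308 in Stress and 623 in Combo. Its translational ratio differed by -1.13 (standard error 0.15, limma adjusted p = 6.84e-05).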

For the lightgrey module, closely positively correlated with combined effects, genes are annotated with the following terms: positive regulation of ubiquitin protein ligase activity, positive regulation of post-translational protein modification, positive regulation of protein modification by small protein conjugation or removal, positive regulation of transferase activity, regulation of post-translational protein modification, regulation of protein modification by small protein conjugation or removal, positive regulation of protein metabolic process, transcription preinitiation complex assembly, and lipid X metabolic process. 

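All 8 lightgrey hub transcripts had low values. Their means over the 16 total RNA and polysome libraries ranged from 0.0960 to 0.563 TPM, and 46 of their 128 values were 0. In polysomes 7 of the 8 had their highest mean in the libraries labelled Combo, where it reached at most 0.864 TPM. The paper lists a negative correlation coefficient for this module but describes its correlation with the combined treatment as positive, so its text does not settle the direction. Without the filter on low values 8 of the 8 had a higher translational ratio in Combo than in the other 3 conditions, with a median log2 difference of 0.38. Of these, 0 passed an adjusted p of 0.05 in limma and 3 passed an unadjusted one.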

For enrichment of KEGG terms: Lipoic acid metabolism, ubiquitin-mediated proteolysis, and amino sugar and nucleotide sugar metabolism.

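In the libraries labelled Stress, the 10 darksalmon hub transcripts all had a lower translational ratio than in the other 3 conditions, in both replicates. Their log2 differences ranged from -1.84 to -0.28 with a median of -1.53. An adjusted p of 0.05 in limma was passed by 9 of the 10, and by 9 with the replicate block. Across all 20092 transcripts tested, 32.0% passed in this direction, and the authors had picked the module for its negative correlation with stress in the same samples. TPM as deposited let 9 pass, with a median of -1.29 against 0.14 for all transcripts. A pseudocount of 0.1 left 8 past the threshold, and the fit without a filter 8. XM_010319312.3 showed the largest difference, -1.84 (standard error 0.19, limma adjusted p = 7.39e-06), with mean polysome values of 0.797 TPM in Stress and 1.85 in Control. XM_004251228.2 did not pass, at -0.28 (standard error 0.20, limma adjusted p = 0.234).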

For the darksalmon module, whose constituent genes are repressed in plants under stress, enrichment is observed for the following terms: transport, acetyl-CoA metabolic process, cellular process, regulation of transport, cellular localisation, regulation of monoatomic ion transmembrane transport, organophosphate biosynthetic process, organophosphate metabolic process, purine-containing compound metabolic process, membrane lipid metabolic process, acyl-CoA metabolic process, purine-containing compound biosynthetic process, nitrogen compound transport, protein transport, lipid metabolic process, regulation of transmembrane transport, positive regulation of translational elongation, positive regulation of translational termination, amide biosynthetic process, lipid biosynthetic process, carboxylic acid metabolic process, regulation of translational elongation, and organic acid biosynthetic process. KEGG term enrichment: Biosynthesis of unsaturated fatty acids and Valine, leucine, and isoleucine biosynthesis.

In addition to identifying and analysing the modules within each step, two groups of modules corresponding to each step were compared. As expected, based on the data described above, only 2 groups of modules show similarities (as expressed using the Jaccard coefficient) greater than 5%. If we look in more detail, the darksalmon modules for transcription and translation show insignificant similarity at the level of 5% (recall that the names do not indicate similarity, commonality, etc., and are chosen by the programme used for the analysis). The translational modules gainsboro and darkgrey and the transcriptional modules coral, brown, and saddlebrown are more related. Excluding statistically insignificant comparisons, the following 3 comparisons were identified: gainsboro (translation) vs. coral (transcription); darkgrey (translation) vs. brown (transcription); and darkgrey (translation) vs. saddlebrown (transcription) (Figure 6 and Figure S6).

Next, functional enrichment analysis (namely GO-enrichment) was performed for common genes of similar modules. The comparison of gainsboro vs. coral demonstrates the predominance of such terms as MAPK cascade, acyl-CoA metabolic process, membrane fusion, negative regulation of abscisic acid-activated signalling pathway, heat acclimation, regulation of intracellular signal transduction, proteasome-mediated ubiquitin-dependent protein catabolic process, energy derivation by oxidation of organic compounds, positive regulation of signalling, proteasomal protein catabolic process, translational initiation, and carbohydrate derivative catabolic process.

The leading terms for darkgrey vs. brown are oxylipin biosynthetic process, glucan catabolic process, photosynthesis, light harvesting, nitrate metabolic process, polysaccharide catabolic process, galacturonan metabolic process, and response to light intensity. For the last comparison, steroid metabolic process, carboxylic acid catabolic process, cellular response to toxic substances, cellular oxidant detoxification, response to jasmonic acid, and response to fatty acids were identified.

## 3. Discussion

The analysis of transcriptomic and translational data allowed us to comprehensively characterise the response of tomato plants to low-temperature exposure and identify key differences in gene expression regulation at these stages of genetic information implementation.

At the transcriptional stage, cold stress caused significant changes in the expression levels of a large number of genes. This is especially characteristic of plants under hardening and combined exposure conditions, where genes associated with ribosome biogenesis, transcription regulation, signalling pathways, and primary metabolism were activated. At the same time, short-term exposure to cold caused less pronounced transcriptional changes, probably due to the insufficient duration of exposure for a complete transcriptome reorganisation. These differences are consistent with the results of PCA and differential expression analysis, where the main contribution to the dispersion is made by the duration of exposure to low temperatures. Functional analysis (KEGG and GO) confirmed differences in the pathways and molecular functions involved at two levels of regulation. It was found that transcriptionally active genes are more often associated with ribosomal components, transcription regulators, and signalling molecules. In contrast, at the translation stage, transcripts associated with metabolism, biosynthesis of secondary metabolites, and catabolic processes predominated. In our opinion, this may reflect adaptation to different aspects of stress exposure in terms of duration. Analysis of the cellular localisation of differentially expressed genes (GO:CC) clarified the spatial organisation of the molecular response of plants to cold stress. The decrease in the transcriptional activity of genes associated with chloroplasts and elements of the photosynthetic apparatus reflects the general suppression of light-dependent processes under low-temperature conditions. In contrast, genes whose products are localised in ribosomes, proteasomes, and other molecular complexes involved in protein synthesis and utilisation showed increased activity at both the transcriptional and translational levels. This indicates the activation of the cellular protein regulation system, which allows damaged proteins to be removed in a timely manner and replaced with new ones that are functionally significant for adaptation to stress. Co-expression analysis (WGCNA) showed that transcriptional and translational co-expression networks form separate but partially overlapping modules reflecting specific cell states under the studied conditions. Considering (Table S2) top 10 hub genes has shown prevalence of proteins containing F-box(ubiquitination), HD (nucleic acid metabolism, signal transduction, etc.), GTP1/OBG (uncertain functions), NB-ARC (signalling motif, shared by plant resistance gene products) domains and SNF2-related domain (DNA repair and recombination), ABC-transporters (active trans-membrane transport), and AAA-proteins (ATP-hydrolysis energy transfer). Two features are noteworthy: (i) these domains are divided between transcription and translation (and among the translation modules, and there is also a specification regarding the composition of the domains found); (ii) a significant percentage of domains (~30%) remain uncharacterised. However, we were unable to draw detailed and statistically sound conclusions due to the small number of replicates and comparable samples (which is extremely important for this type of analysis [15], so the identified co-expression modules should be considered preliminary and exploratory. At the same time, we encountered a lack of an acceptable tool for analysing co-expression networks at the translation level. In view of this, the composition of gene groups whose expression correlates at both stages (transcription and translation), i.e., a kind of ‘alarm kit’ of the plant organism, remains unclear.

It is also important to highlight two significant limitations that were not taken into account in this study: (i) the resolution of the data obtained at the organ level, i.e., the responses specific to the tissues that make up the leaves of the model plants were not considered, and, moreover, the experiment was not conducted taking into account the cellular resolution, i.e., the strategies used by different cell types to compensate for the effects of adverse factors. In addition, the presented work did not take into account proteomic and metabolomic data (ii). Deterministic–chaotic dynamics (in particular, the “butterfly effect” type) are characteristic not only of the transcription/translation transition, but also of the translation/protein activity, as well as the protein activity/physiological effect of the metabolite. On the other hand, a holistic approach should also be kept in mind, since different cell types can influence each other within the whole plant organism. All this should be taken into account when extrapolating the presented results [16,17].

## 4. Materials and Methods

### 4.1. Experimental Design

Experimental conditions included control (22 °C), hardening (4 °C, 5 days), low-temperature stress (exposure of non-hardened plants at 0 °C for 2 h), and a combined version (exposure of hardened plants at 0 °C for 2 h). Total RNA preparations were used to obtain information on expression levels, and polysome fractions obtained by polysome profiling were used to analyse the involvement of mRNAs in the translation process.

### 4.2. Cultivation of Experimental Plants

Tomato plants (*Solanum lycopersicum* L., selection line YALF) were grown under controlled conditions in a climate chamber (25 ± 1 °C, 16-h photoperiod, 200 µmol/(m^2^s). The temperature did not change during the daily cycle. 28-day-old plants with 5–7 true leaves were used for experiments. The experimental samples were collected at a fixed time—in the middle of the daylight period—8 h after the lights were turned on (except for plants subjected to stress treatment, options: Stress and Combo variants—middle of the daylight period + 2 h of temperature treatment). Model plants were grown in pots with a diameter of 15 cm and a height of 13 cm, on the soil mix “Terra Vita^®^ Living Soil^®^ Special No. 1” (Terra Vita, Kazan, Russia).

### 4.3. Creation of Low-Temperature Stress Conditions

Hardening and damaging (stress) conditions were created for induction of adaptive mechanisms and subsequent comprehensive evaluation of tomato plant resistance to low temperatures. Hardening was carried out in a climatic chamber LIC-240 (“Binder”, Tuttlingen, Germany) at +4 °C, 16 h photoperiod and illumination 200 µmol/(m^2^s) for 5 days. Damaging (stress) conditions were achieved by chilling plants at 0 °C for 2 h. The parameters of exposure regimes were selected in preliminary experiments.

### 4.4. Determination of Cold Stress Markers

The degree of stress load on plants as a result of low temperatures was assessed by two complementary parameters: relative electrolyte leakage (in %) from leaf tissue to the water phase, an indicator reflecting membrane integrity, and accumulation of malonic dialdehyde, a key marker of lipid peroxidation.

Electrolyte leakage (in %) was calculated using the formula: 100 × (conductivity of the tested sample before or after freezing/conductivity of the same sample after boiling). Electrical conductivity of aqueous extracts was determined using an SG7-ELK conductometer (“Mettler Toledo”, Greifensee, Switzerland) [18].

The content of malonic dialdehyde (MDA) was determined by reaction with thiobarbituric acid. A suspension of leaves (300 mg) was homogenised in 5 mL of extraction medium (0.1 M Tris-HCl buffer, pH 7.6, containing 0.35 M NaCI). To 3 mL of homogenate, 2 mL of 0.5% thiobarbituric acid in 20% trichloroacetic acid was added, incubated at 95 °C for 30 min, cooled, filtered, and optical density recorded at 532 nm wavelength [18,19].

Tomato leaf samples (~500 mg) were fixed in boiling 96% ethanol. The tissue was then ground with a mortar and pestle, and sugars were extracted by triple washing with 80% ethanol.

Glucose content was determined using a glucose oxidase reaction-based kit (GAGO-1KT, Sigma-Aldrich, St. Louis, MO, USA).

For quantitative analysis of fructose and sucrose, the method with resorcinol reaction was used [20].

### 4.5. Total RNA Isolation

Total RNA was isolated from the leaves (2nd–4th levels) by phenol–chloroform extraction using ExtractRNA reagent (Evrogen, cat. no. BC032, Moscow, Russia) according to the manufacturer’s instructions. The obtained samples were additionally treated with DNAase I (Thermo Scientific, cat. no. EN0521, Waltham, MA, USA). RNA concentration and purity were assessed spectrophotometrically using a Synergy H1 microplate reader (BioTek, Winooski, VT, USA). RNA integrity was checked by electrophoresis in 1% agarose gel.

### 4.6. Polysome Profiling

Profiling was performed according to the method described by Lecampion et al. [21], including the following steps:

- Preparation of a sucrose gradient of four layers (50%, 35% and two layers of 20% each);
- Salt buffer: 400 mM Tris-HCl (pH 8.4), 200 mM KCl, 100 mM MgCl_2_;
- Polysome buffer: 4× saline buffer supplemented with 5.26 mM EGTA, 0.5% Triton X-100, 50 μg/mL cycloheximide and 50 μg/mL chloramphenicol;
- Ultracentrifugation at 175,000× *g* for 2 h 45 min at 4 °C;
- Precipitation of polysome fractions with isopropanol;
- Evaluation of the optical OD260 using Synergy H1 microplate reader (BioTek, USA).

### 4.7. Sequencing of mRNA Libraries

Sequencing was performed in two technical repeats for each sample, totalling 24 libraries. Preparation of cDNA libraries and sequencing itself was performed by Evrogen (Moscow, Russia).

TruSeq mRNA Stranded kit (Illumina, San Diego, CA, USA) was used for enrichment of poly(A)+ fractions. The cDNA synthesis was performed using random primers. The resulting cDNA libraries were adapted for the Illumina platform.

The quality of the libraries was checked using the Fragment Analyzer system. Quantification was performed by qPCR. After quality control and concentration normalisation, the pooled library pool was sequenced on the Illumina NovaSeq 6000 platform. Paired-end reads of 150 base pairs in length were obtained. FASTQ files were generated using bcl2fastq v2.20 software (Illumina), and the quality assessment format was Phred + 33.

The total number of reads generated was 2,885,042,754. All raw data are deposited in the GEO database under access number GSE282483.

### 4.8. Primary Data Processing

The quality of raw reads was assessed using FastQC software (version 0.12.1) [22]. Preliminary filtering was performed using the fastp utility, including the following:

- Adapter removal (TruSeq3);
- Exclusion of short reads (<30 nucleotides);
- Filtering for low linguistic complexity (<30%);
- Base correction and default quality filtering.

### 4.9. Classification of Reads

Reads were classified using the kallisto software (version 0.50.0) [23] based on the tomato transcriptome (assembly SL3.1). Kallisto provides quantification of transcripts without the need for additional counting tools. Pseudo-alignment was performed with bootstrapping (100 iterations), with filtered reads as input.

Classification data are also deposited in GEO (GSE282483).

### 4.10. Differential Expression Analysis

Identification of genes with altered expression levels under different conditions was performed using the edgeR library [24]. The quasi-linear generalised logarithmic regression model with negative binomial distribution was used for variance estimation. Statistical hypothesis testing was performed using the F-test.

Classified reads obtained by kallisto analysis served as input data.

To visualise the results we used the upset library [25] in Python (version 3.10.12), as well as built-in visualisation tools from the edgeR package (version 3.14.0).

### 4.11. GO Enrichment Analysis

Functional analysis of annotated genes was performed using the gprofiler2 package in the R environment, which provides access to the tools of the g:Profiler platform [26].

GO analysis was structured into three levels:

1. Experimental Level—Comparison between experimental conditions.
2. Expression Dynamics—Categorisation of genes into groups with increased, decreased or unchanged expression.
3. Representation Level—Identification of over- and under-represented terms.

Filters were used to increase the biological significance of the results as follows:

- term_size ≤ 250—Maximum number of child terms;
- intersection_size ≥ 10—Minimum number of annotated genes for a term.

The filtered results were visualised as clustered heatmaps for further analysis.

### 4.12. Data Processing and Visualisation

Custom scripts in Python and R were used for batch file processing—including renaming, sorting, and other data operations. Anaconda Software (version 25.7.0) Distribution [27] was used as the development environment, and development was performed in the interactive Jupyter Notebook (version 6.5.7) environment [28].

The following libraries were used for data processing and building visualisations:

1. Python:
  - numpy—For working with arrays;
  - scipy—For statistical analysis;
  - pandas—For processing tabular data;
  - seaborn, matplotlib—For plotting graphs and diagrams.
2. R:
  - tidyverse—a set of packages for processing and visual presentation of structured data.

The GNU Parallel utility [29] was used for parallel processing.

### 4.13. Confirmation of Differential Expression Data by qPCR

Genes that demonstrated significant differential expression by transcriptome analysis were selected for validation. Fold change values were divided into six quantiles, from which representative genes present in all four experimental groups were selected: control, acclimation, stress and acclimation + stress.

Primers were designed using Primer3 software. Their specificity and efficiency were tested both in silico and experimentally.

qPCR reactions were performed on a QuantStudio 5 instrument (Thermo Scientific) using the SYBR Green system (Evrogen) according to the manufacturer’s recommendations. Each reaction was performed in three technical repeats for each sample.

Expression levels were normalised for the housekeeping control genes: RPL2, EF-1-alpha, UBI. Relative expression levels were calculated using the ΔΔCt method.

### 4.14. WGCNA

Weighted gene co-expression networks were analysed using the pyWGCNA library, which implements the functionality of the classical WGCNA package (version 1.73) [30] to work in the Python programming environment [31]. The analysis of transcriptional data did not differ from that proposed by the developers: the input data were expression indices presented in TPM.

At the same time, the analysis of correlations between gene expression levels at the translational level is less developed than at the translational level. For this purpose, we used a pre-calculated parameter—translational ratio. Also, the obtained data were normalised so that the expression levels totalled 1 million for each sample. Such an approach is far from ideal, but we were forced to improvise. 

## 5. Conclusions

The presented study provided only a general idea of the functional specialisation of various stages of genetic information implementation. At the same time, functional differences between transcription and translation in relation to genes that change their expression status are already quite clear. As mentioned above, we assume that such diversification may be associated with overcoming various types of stress exposure of varying duration and, possibly, various aspects of complex stress exposure, which at first glance appears to be monolithic.

Nevertheless, the results of the experiments have raised a large pool of questions that outline directions for possible future experimental work:

1. Development of a methodology for analysing gene co-expression networks at the translational level.
2. The possibility of the existence of trans-level co-expression networks (i.e., co-expression networks whose modules extend to both transcription and translation) and means of studying co-expression networks at both the transcription stage and the translation stage simultaneously.
3. Analysis and study of adaptation strategies specific to different types of plant cells. That is, a detailed, if possible, single-cell study of adaptation to low temperatures.

## Figures and Tables

**Figure 1:**
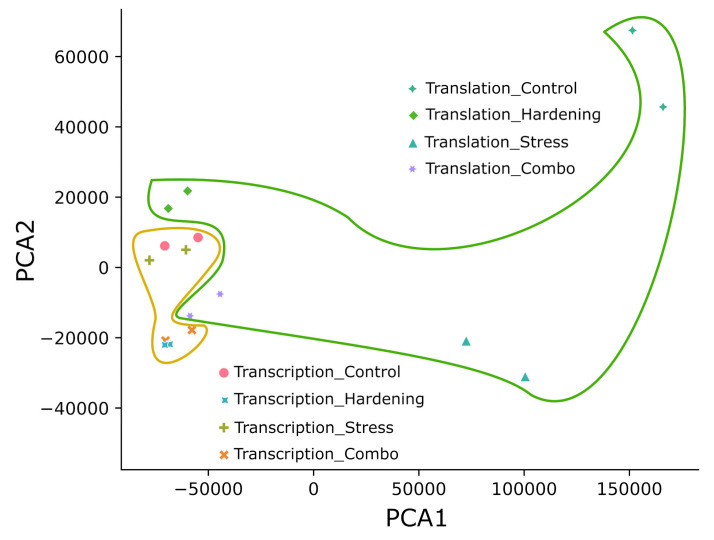
Principal component analysis. The area inside the yellow border is the cluster of all transcriptional data. The area inside the green border is the cluster of all translational data.

**Figure 2:**
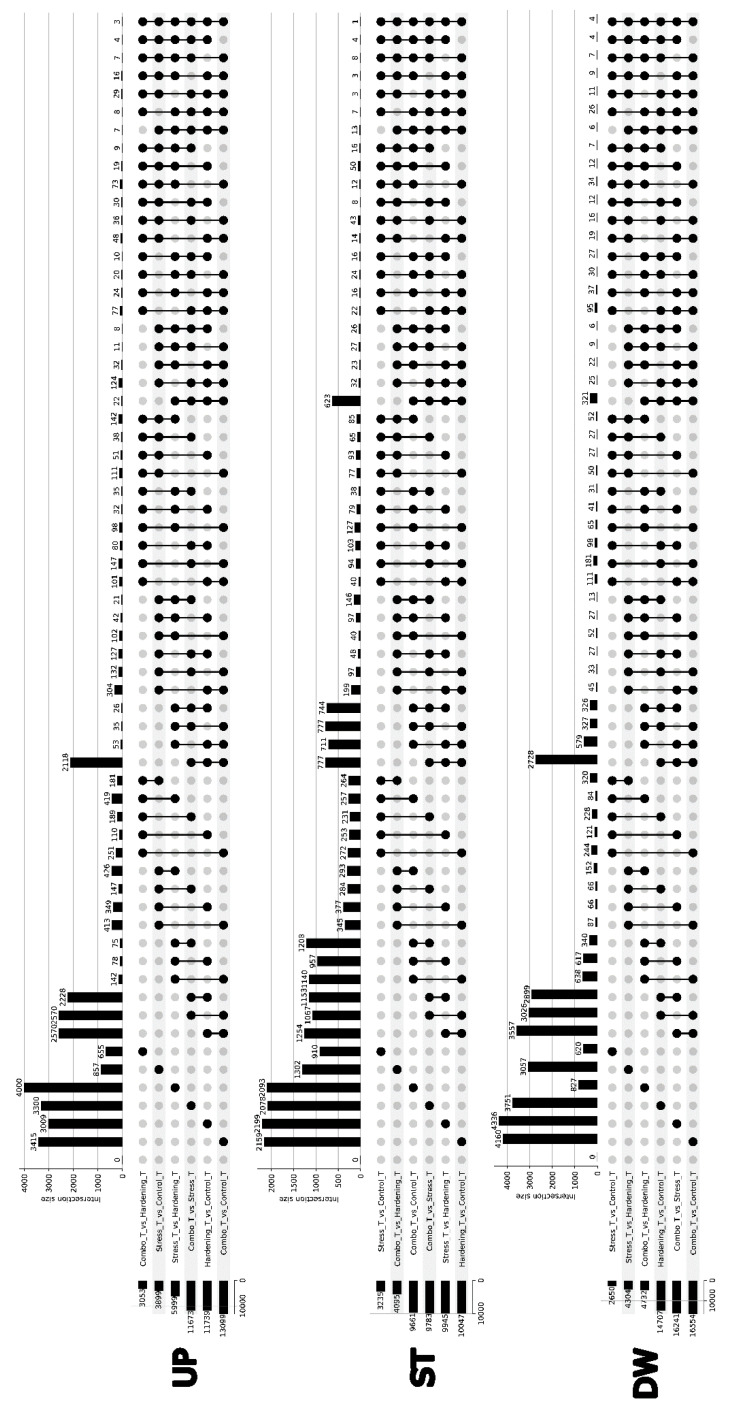
UpSet plot of intersections between differentially expressed gene groups across conditions.

**Figure 3:**
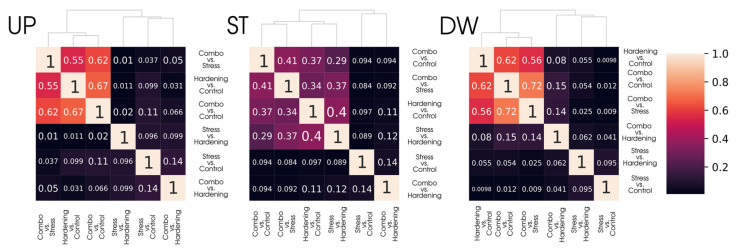
Clustering of differentially expressed gene sets (DEGs) across conditions using the Jaccard Index.

**Figure 4:**
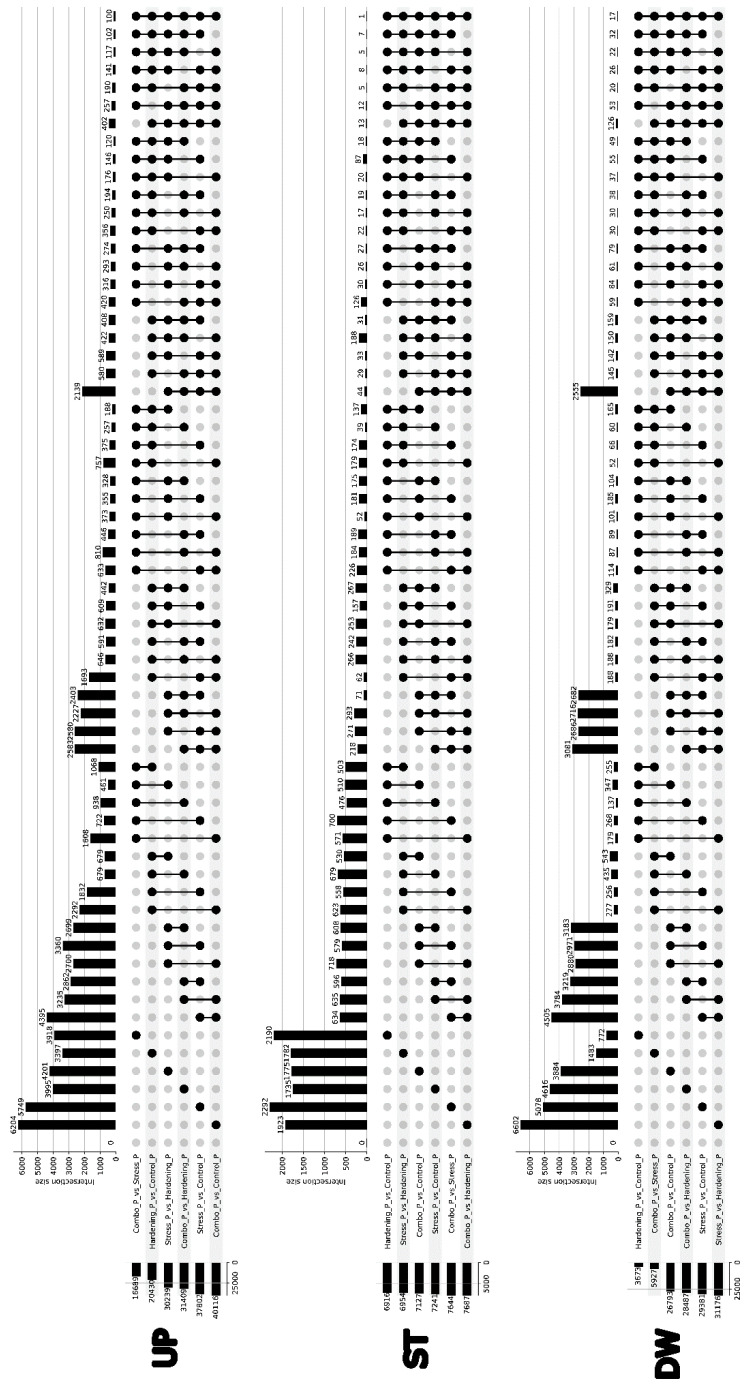
Upset plot showing intersections of genes with differential translational efficiency across conditions.

**Figure 5:**
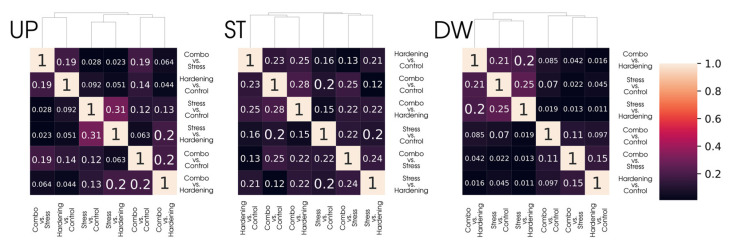
Clustering of differentially translated gene sets across conditions using the Jaccard Index highlighting a stable gene subset.

**Figure 6:**
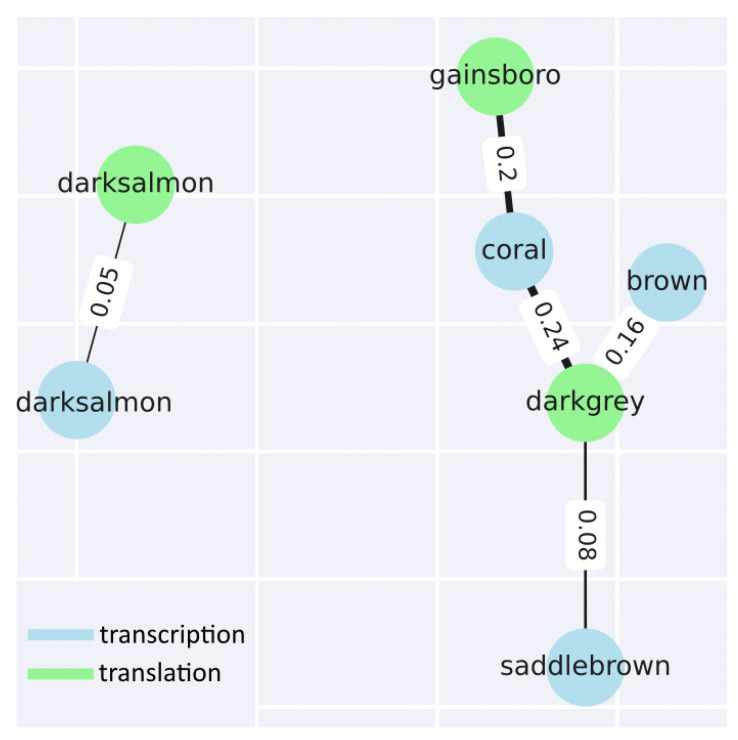
Jaccard-based comparison of transcriptional and translational co-expression modules. Diagram showing the overlap between transcriptional and translational co-expression modules based on the Jaccard index. Most module pairs exhibit low similarity (J < 0.05), except for three significant overlaps: gainsboro (translation) vs. coral (transcription), darkgrey (translation) vs. brown (transcription), and darkgrey (translation) vs. saddlebrown (transcription). These pairs were selected for further GO enrichment analysis. Module names are automatically assigned and do not imply functional similarity.

## Data Availability

All raw data and preprocessed reads are deposited in the GEO database under access number GSE282483.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/ijms26178604/s1.

## References

[1] Janská A., Maršík P., Zelenková S., Ovesná J. (2010). Cold Stress and Acclimation—What Is Important for Metabolic Adjustment?. Plant Biol..

[2] Bhattacharya A. (2022). Physiological Processes in Plants Under Low Temperature Stress.

[3] Kazemi-Shahandashti S.-S., Maali-Amiri R. (2018). Global Insights of Protein Responses to Cold Stress in Plants: Signaling, Defence, and Degradation. J. Plant Physiol..

[4] Van Loon L.C., Rep M., Pieterse C.M.J. (2006). Significance of Inducible Defense-Related Proteins in Infected Plants. Annu. Rev. Phytopathol..

[5] Guo X., Dongfeng L., Kang C. (2018). Cold Signaling in Plants: Insights into Mechanisms and Regulation. J. Integr. Plant Biol..

[6] Chen X., Ding Y., Yang Y., Song C., Wang B., Yang S., Guo Y., Gong Z. (2021). Protein Kinases in Plant Responses to Drought, Salt, and Cold Stress. J. Integr. Plant Biol..

[7] Golizadeh F., Kumleh H.H. (2019). Physiological Responses and Expression Changes of Fatty Acid Metabolism–Related Genes in Wheat (Triticum Aestivum) Under Cold Stress. Plant Mol. Biol. Report..

[8] Knight M.R., Knight H. (2012). Low-temperature Perception Leading to Gene Expression and Cold Tolerance in Higher Plants. New Phytol..

[9] Jin J., Zhang H., Zhang J., Liu P., Chen X., Li Z., Xu Y., Lu P., Cao P. (2017). Integrated Transcriptomics and Metabolomics Analysis to Characterize Cold Stress Responses in Nicotiana Tabacum. BMC Genom..

[10] Mehrotra S., Verma S., Kumar S., Kumari S., Mishra B.N. (2020). Transcriptional Regulation and Signalling of Cold Stress Response in Plants: An Overview of Current Understanding. Environ. Exp. Bot..

[11] Abdullah S.N.A., Azzeme A.M., Yousefi K. (2022). Fine-Tuning Cold Stress Response Through Regulated Cellular Abundance and Mechanistic Actions of Transcription Factors. Front. Plant Sci..

[12] Munoz A., Castellano M.M. (2012). Regulation of Translation Initiation under Abiotic Stress Conditions in Plants: Is It a Conserved or Not so Conserved Process among Eukaryotes?. Comp. Funct. Genom..

[13] Chothani S., Adami E., Ouyang J.F., Viswanathan S., Hubner N., Cook A.S., Schafer S., Rackham O.J.L. (2019). deltaTE: Detection of Translationally Regulated Genes by Integrative Analysis of Ribo-seq and RNA-seq Data. Curr. Protoc. Mol. Biol..

[14] Wang T., Cui Y., Jin J., Guo J., Wang G., Yin X., He Q.Y., Zhang G. (2013). Translating mRNAs Strongly Correlate to Proteins in a Multivariate Manner and Their Translation Ratios Are Phenotype Specific. Nucleic Acids Res..

[15] Zhang R., Xi X., Chen X., Wang Y., Zhou M. (2024). Comparing Time-Series Transcriptomes between Chilling-Resistant and -Susceptible Rice Reveals Potential Transcription Factors Responding to Chilling Stress. Front. Plant Sci..

[16] Ploidy Variation Induces Butterfly Effect on Chromatin Topology in Wheat—Jiao-2024-The Plant Journal-Wiley Online Library. https://onlinelibrary.wiley.com/doi/10.1111/tpj.16932.

[17] Butterfly Effect: Natural Variation of a Chloroplast tRNA-Modifying Enzyme Leads to Pleiotropic Developmental Defects in Rice [OPEN] | The Plant Cell | Oxford Academic. https://academic.oup.com/plcell/article/32/7/2073/6115582.

[18] Campos P.S., nia Quartin V., chicho Ramalho J., Nunes M.A. (2003). Electrolyte Leakage and Lipid Degradation Account for Cold Sensitivity in Leaves of *Coffea* Sp. Plants. J. Plant Physiol..

[19] Heath R.L., Packer L. (1968). Photoperoxidation in Isolated Chloroplasts: I. Kinetics and Stoichiometry of Fatty Acid Peroxidation. Arch. Biochem. Biophys..

[20] Nakamura M. (1968). Determination of Fructose in the Presence. Agric. Biol. Chem..

[21] Lecampion C., Floris M., Fantino J.R., Robaglia C., Laloi C. (2016). An Easy Method for Plant Polysome Profiling. J. Vis. Exp. (JoVE).

[22] FastQC. https://qubeshub.org/resources/fastqc.

[23] Bray N.L., Pimentel H., Melsted P., Pachter L. (2016). Near-Optimal Probabilistic RNA-Seq Quantification. Nat. Biotechnol..

[24] Chen Y., Pal B., Visvader J.E., Smyth G.K. (2018). Differential Methylation Analysis of Reduced Representation Bisulfite Sequencing Experiments Using edgeR. F1000Research.

[25] Lex A., Gehlenborg N., Strobelt H., Vuillemot R., Pfister H. (2014). UpSet: Visualization of Intersecting Sets. IEEE Trans. Vis. Comput. Graph..

[26] Reimand J., Arak T., Adler P., Kolberg L., Reisberg S., Peterson H., Vilo J. (2016). G:Profiler—A Web Server for Functional Interpretation of Gene Lists (2016 Update). Nucleic Acids Res..

[27] (2020). Anaconda Software Distribution. https://docs.anaconda.com.

[28] Project Jupyter. https://jupyter.org.

[29] Tange O. (2021). GNU Parallel 20210822 (‘Kabul’). Zenodo.

[30] Langfelder P., Horvath S. (2008). WGCNA: An R Package for Weighted Correlation Network Analysis. BMC Bioinform..

[31] Rezaie N., Reese F., Mortazavi A. (2023). PyWGCNA: A Python Package for Weighted Gene Co-Expression Network Analysis. Bioinformatics.

# Supplementary material for: The Transcriptional and Translational Landscape of Plant Adaptation to Low Temperatures
**Source:** Int J Mol Sci. 2025 Sep 4;26(17):8604. doi: 10.3390/ijms26178604

Module-trait Relationships heatmap for transcription

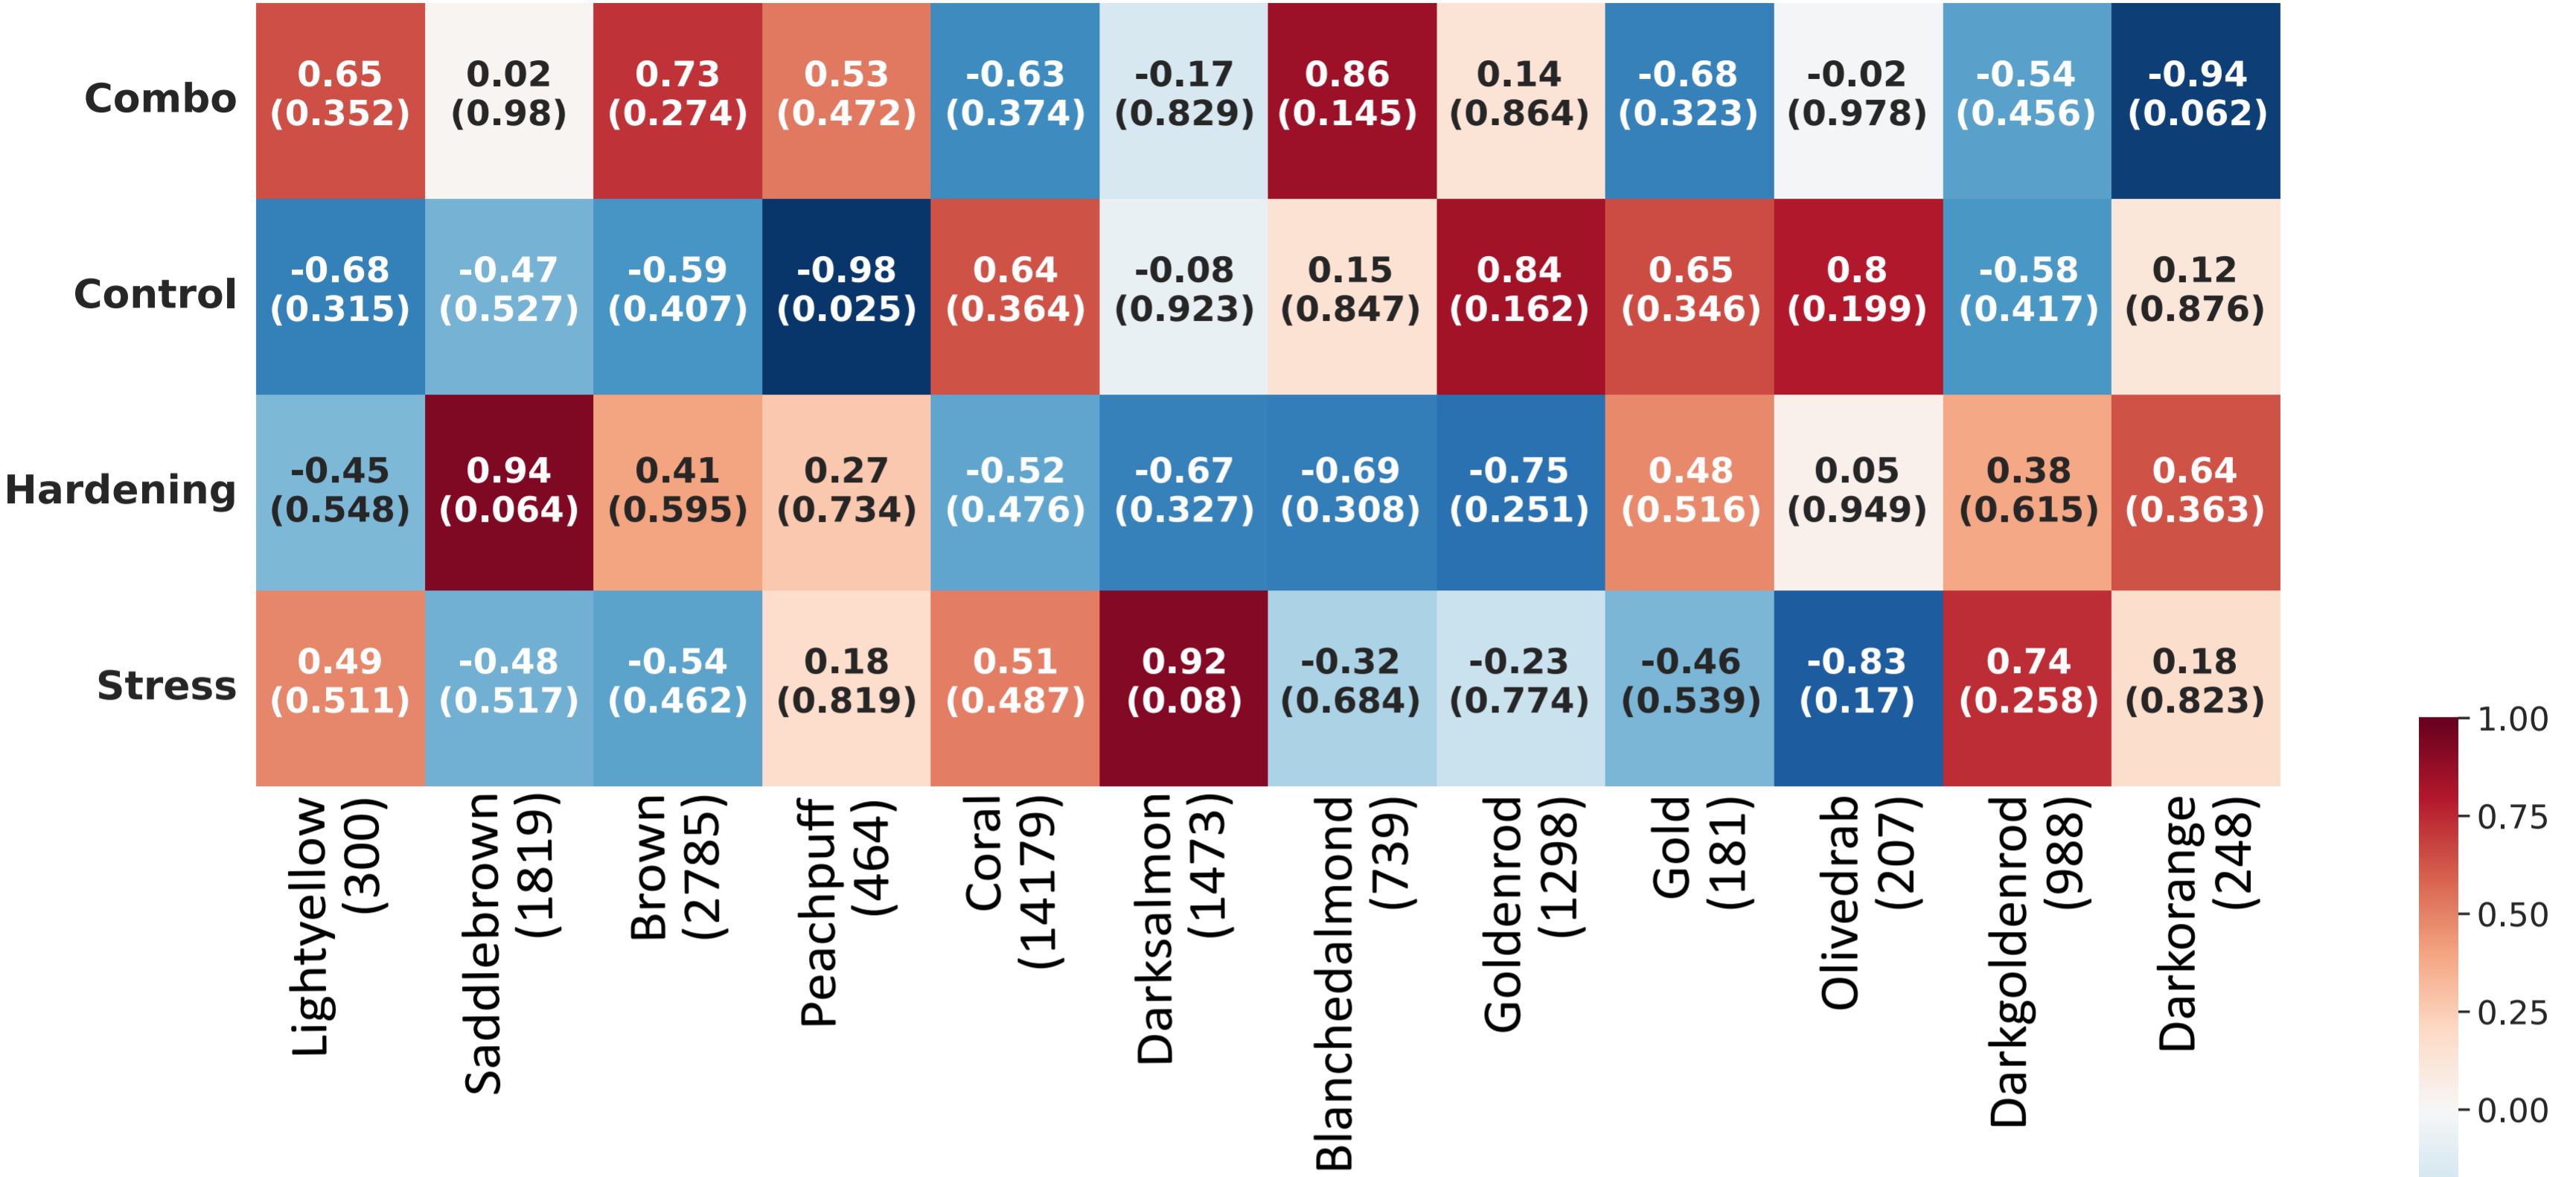

Module-trait Relationships heatmap for translation

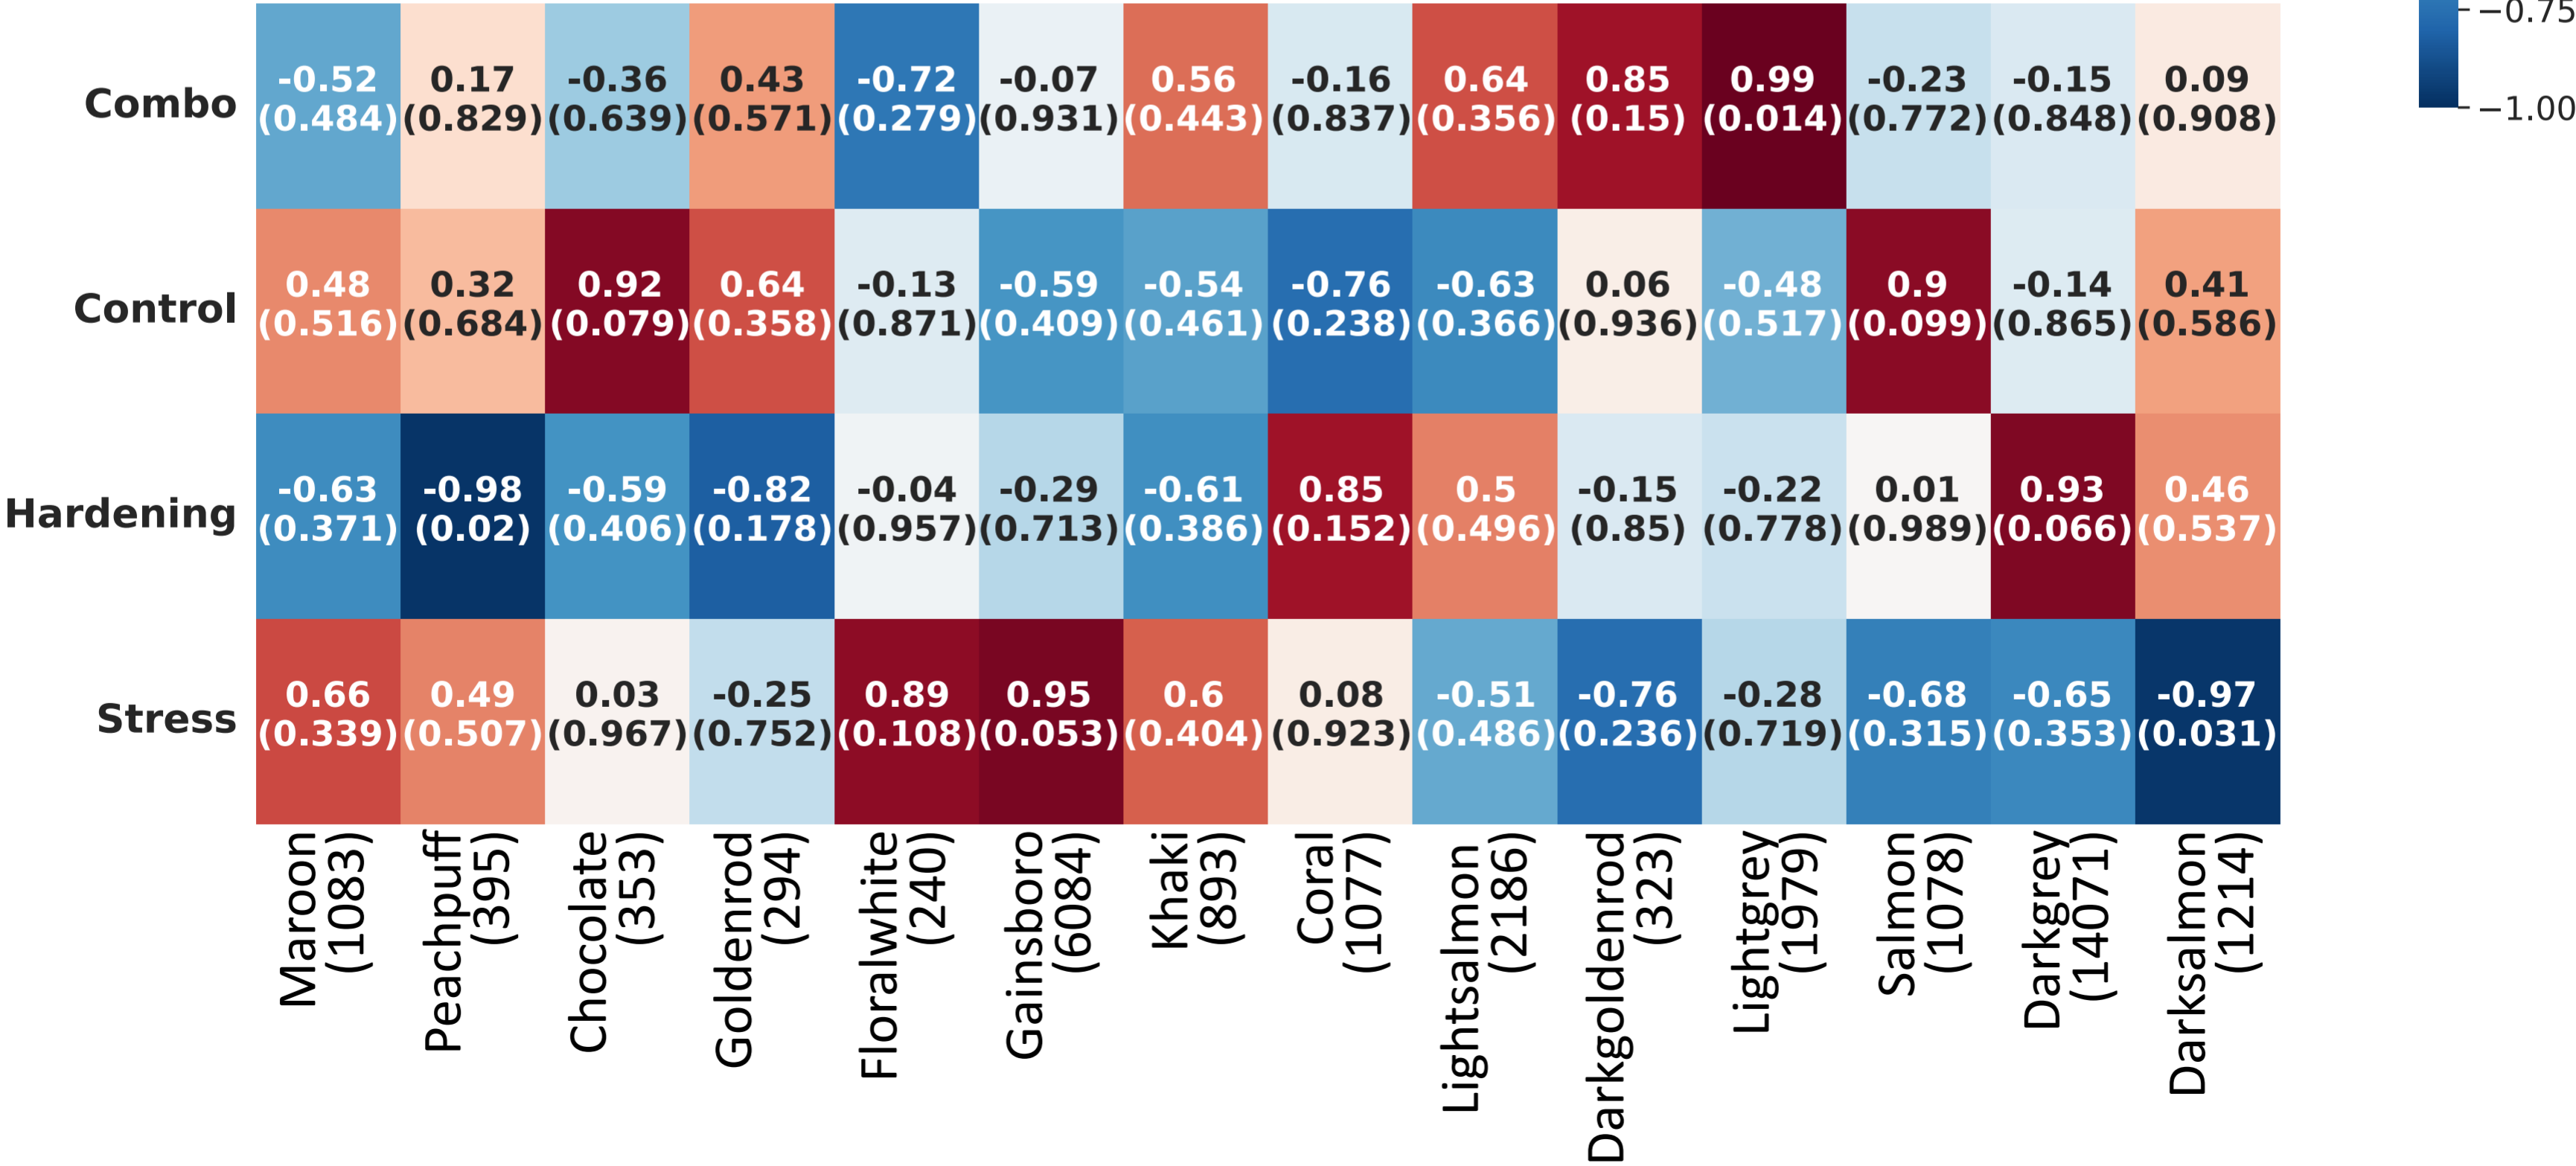

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

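The deposited table holds one TPM value per transcript and library for 45845 RefSeq transcripts and 24 libraries of tomato leaves, from 4 conditions (Control, Hardening, Stress and Combo), 3 fractions (total RNA, monosomes and polysomes) and 2 replicates. The authors made these TPM values with kallisto on the transcriptome of assembly SL3.1, after they had filtered the reads, and the deposited values are the estimates divided by effective length and scaled to a sum of 1000000 in each library. The paper speaks of read counts at this step, whereas the columns hold TPM, and the plan made before the data were examined had assumed estimated counts. Tools that model counts were therefore not used here, and the TPM form of the plan was followed. Read pairs per library were taken from Table S1 and are the paper's. Because TPM keep no depth, no interval for counting error is given, and precision rests on the spread between 2 libraries per condition.

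Conditions were taken from the sample labels. Each library was divided by a factor from the trimmed mean of its log ratios to a reference library, without weights, with 30% of log ratios and 5% of mean levels trimmed at each end. Values were transformed to log2(scaled TPM + 1). Means and SDs of single transcripts are given in TPM as deposited, whereas log2 changes are of scaled values, so the 2 can differ. Transcripts with a mean scaled TPM of at least 1 over the libraries of a fit were tested with limma 3.58.1 in R 4.3.3 (one mean per group, empirical Bayes moderation with a trend), and p-values were adjusted by the Benjamini-Hochberg method. Up and Down required a log2 change over 1 or under -1 with an adjusted p under 0.05, and Stable a log2 change from -1 to 1 with an adjusted p under 0.05. Total RNA libraries were fitted together for transcription. Total RNA and polysome libraries were fitted together for the translational ratio, and total RNA and monosome libraries for the monosome to total ratio. Scaling and both fits were tested on simulated data. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

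Principal components and distances used the 16 total RNA and polysome libraries. The distances of conditions to the centre of their fraction were compared by an exact permutation test over the 70 splits and, chosen after seeing the data, by one that pairs the conditions. Lists of transcripts were compared by the Jaccard coefficient. Gene sets were defined by symbols in a names table of assembly SLM_r2.1, since that table has no product names, a choice made after seeing the data, and were tested by one-sided Fisher's exact tests among tested genes with a symbol, adjusted over 54 tests per level, and by limma's camera test with an inter-gene correlation of 0.01. Transcripts are named by a rule set before the data were examined. It takes the hub transcripts of Table S2, the 2 Up and 2 Down transcripts with the largest change in 6 comparisons among those with a name, a mean of at least 10 and no overlap between the groups, and genes named by the paper that the names table holds. One gene of the ribosomal protein set is not reported here. The symbol took the place of the product name in this rule. CAB1B and CHI3 were chosen after their values were seen.

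Alternatives covered TPM without further scaling, a pseudocount of 0.1, no filter on low values, unadjusted p-values, a replicate block, sums over the transcripts of a gene, fits of only the 2 conditions compared, polysome libraries compared directly, a cutoff without p-value and the omission of each replicate. With 2 libraries per group, no other splits of the samples were counted. Network modules and the enrichment of ontology terms were not repeated, and reads were not used here.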

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

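All tests in this part were chosen after the results were seen.

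The difference between Stress and Hardening has opposite directions in total RNA and in polysomes. The test covered 6688 transcripts Up or Down in total RNA in Stress_vs_Hardening, fewer than the 3989 Up and 3151 Down of the fit of total RNA alone. Of the 6688, 6166 (92.2%) had a polysome difference that departed from the total RNA difference (limma interaction test, adjusted p under 0.05). In 6145 the departure went against the total RNA difference, which would also occur if polysomes did not change. In polysomes, 6094 of the 6688 changed in the opposite direction, of which 4577 were past the thresholds, while 112 were past them in the direction of total RNA. CHI3, chosen after its values were seen, had mean values of 14324 TPM in Hardening and 1521 in Stress in total RNA, against 659.8 and 2895 in polysomes.

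The monosome libraries, for which the paper reports no result, show the same arrangement. On the scale between Control at 0 and Combo at 1, the monosome libraries labelled Stress lay at 0.994 and those labelled Hardening at 0.0894, against 0.0590 and 0.840 in total RNA. These values stood out because data the paper did not analyse carried a signal above the Control libraries.

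Several explanations were weighed. An exchange of labels between Hardening and Stress, either in the ribosome fractions or in total RNA, may explain both patterns. Among the 24 ways to assign the 4 labels to the ribosome libraries, the one with Hardening and Stress exchanged had the highest mean correlation with total RNA across 19282 transcripts, which are not independent replicates. The mean correlation was 0.717 for polysomes and 0.658 for monosomes. As given, the labels ranked 9 for polysomes (mean correlation 0.0251) and 16 for monosomes (mean correlation -0.00884). The assignment in second place reached 0.706 and 0.651 and that in place 5 only 0.0786 and 0.0450, so the test separates the pair Control and Stress from the pair Hardening and Combo better than it separates the members of a pair. The scaling of the libraries did not account for the pattern, since the polysome libraries labelled Hardening stayed on the Control side, at -0.103, on TPM as deposited. Mixing of samples would give an intermediate position, and the polysome position of Hardening was -0.0220. A shift of transcripts from polysomes to monosomes would place the monosome libraries labelled Hardening near Combo, and they lay at 0.0894. Low depth is not an explanation in polysomes, where the libraries of these conditions had at least 47266378 read pairs. The 2 monosome libraries labelled Stress had 11566255, the fewest of all 24, and 51711469. Both lay near Combo, one at 0.969 and one at 1.02. The 6 transcripts that dominate untransformed TPM go by the polysome labels as given. They held 51.6% under Control and 39.1% under Stress, against 3.83% under Hardening and 6.24% under Combo. On untransformed TPM as deposited the ratio of distances in polysomes was likewise under 1 (0.479). In monosomes these shares did not pair this way (59.8% in Control, 20.2% in Stress, 18.8% in Hardening), so they do not decide the question.

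A further test gave different results in the 2 ribosome fractions. A score was taken from 83 transcripts Up and 96 Down in Stress_vs_Control of total RNA whose log2 change in Hardening_vs_Control was under 0.5 in size. In total RNA it was 1.94 and 1.99 for the 2 Stress libraries and -0.755 and -0.564 for the 2 Control libraries. With exchanged labels, the polysome libraries labelled Hardening would score above those labelled Control, but their mean score differed by -0.0298 (scores 0.663 and 0.550 against 0.656 and 0.617). With the labels as given, those labelled Stress would score above Control, and they differed by -1.50. Yet the libraries labelled Combo, which such an exchange leaves in place, scored above Control in total RNA (-0.0807 and -0.0944) and differed from it by -1.14 in polysomes. The score thus did not carry over to polysomes, and its polysome values count neither for nor against an exchange. In monosomes the libraries labelled Hardening scored above those labelled Control by 0.368 (scores -0.865 and -0.576 against -1.21 and -0.962), the sign that an exchange predicts and more than the SD of 0.205 between replicates. Those labelled Stress differed from Control by 0.0856 and those labelled Combo by 0.209. These monosome differences are small beside that in total RNA. CBF1 had means of 234 TPM in polysomes labelled Hardening, 77.7 in Control and 3.91 in Stress. In total RNA it had 2.91, 10.2 and 191 TPM in the same order. An exchange predicts this order, but it is that of a single gene. Under the label Combo, CBF1 had 10.3 TPM in polysomes and 11.7 in total RNA, so it also fell below Control only in polysomes.

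A biological explanation is selective loading of ribosomes, by which plants in Hardening and in Stress would load transcripts against their abundance. It would require transcripts far more abundant in polysomes than in total RNA. Transcripts at 10 times their total RNA level or more in polysomes numbered 1188 in Hardening and Stress together (589 and 599), against 109 in Control and 58 in Combo. With the labels exchanged they numbered 235. Since both explanations give an excess with the labels as given, the pattern cannot be told apart from a label exchange, and the data do not show in which fraction one would have occurred. As a hypothesis, an exchange could change the results on translation. With exchanged labels the Up and Down groups of the 6 comparisons of the translational ratio together fell from 42339 to 16369, and those of Stress_vs_Control from 4158 and 4119 to 881 and 661.

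In monosome libraries of Control, the 6 transcripts that dominate untransformed TPM held 59.8% of the TPM, against 4.19% in total RNA of Control. In monosomes they held 18.8% under the label Hardening, 20.2% under Stress and 6.97% under Combo. Ribosomal RNA carried into the libraries may contribute. Of the 8 combinations of ribosome fraction and condition, 6 had a larger share of transcripts listed as ribosomal RNA than the highest share in total RNA, 0.434%. Since 5 of the 6 transcripts are not in the names table, the pattern cannot be told apart from ribosomal RNA or from other abundant RNA. No biological explanation was tested.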

How the results depend on the processing

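The alternatives were set before the data were examined, apart from those said to be chosen after seeing the data. A number of transcripts is called moved when it changed by a factor over 1.5. For all changes in this part the cause was not tested. Alternatives with DESeq2 and with untransformed estimated counts were not run, since the values are TPM, and product names were not in the names table.

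TPM as deposited moved transcription to 4909 Up in Hardening_vs_Control and 5326 Up in Combo_vs_Control, the translational ratio to 6378 Up in Hardening_vs_Control, 1575 Down in Hardening_vs_Control, 7269 Up in Stress_vs_Control, 2283 Down in Stress_vs_Control, 10600 Up in Combo_vs_Control, 2387 Stable in Combo_vs_Control, 314 Down in Combo_vs_Control and 5601 Up in Combo_vs_Hardening, and the monosome to total ratio to 9724 Up in Stress_vs_Control, 983 Down in Stress_vs_Control, 10271 Up in Combo_vs_Control, 956 Stable in Combo_vs_Control and 440 Down in Combo_vs_Control. The median log2 change of all transcripts moved with it, in Combo_vs_Control from 0.02 to 0.32 for transcription, from 0.22 to 1.12 for the translational ratio and from 0.34 to 1.20 for the monosome to total ratio. It left 1 of the transcriptional peachpuff hub transcripts past the threshold. The omission of the filter gave 3199 Stable in Hardening_vs_Control, 3530 Stable in Combo_vs_Stress and 3732 Stable in Stress_vs_Hardening for the translational ratio and 1709 Stable in Hardening_vs_Control, 1515 Stable in Stress_vs_Control and 1259 Stable in Combo_vs_Control for the monosome to total ratio. An unadjusted p gave 5513 Stable in Stress_vs_Control and 5793 Stable in Combo_vs_Hardening for transcription and 3047 Stable in Combo_vs_Control for the translational ratio. The replicate block gave 4897 Stable in Stress_vs_Control and 5402 Stable in Combo_vs_Hardening for transcription. Fits of only the 2 conditions compared gave 778 Stable in Stress_vs_Control and 1707 Stable in Combo_vs_Hardening for transcription. A pseudocount of 0.1 gave 772 Down in Combo_vs_Hardening for transcription. Sums over the transcripts of a gene gave 283 Down in Stress_vs_Control for transcription and 989 Up in Combo_vs_Control for the translational ratio.

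Polysome libraries compared directly gave 934 Up in Hardening_vs_Control, 614 Down in Hardening_vs_Control, 3701 Stable in Stress_vs_Control, 4737 Up in Combo_vs_Control, 3775 Stable in Combo_vs_Control, 3493 Down in Combo_vs_Control, 3789 Stable in Combo_vs_Hardening, 2475 Up in Combo_vs_Stress, 3921 Stable in Combo_vs_Stress, 1109 Down in Combo_vs_Stress and 3640 Stable in Stress_vs_Hardening in place of the translational ratio. A cutoff without a p-value gave 11796 Stable in Hardening_vs_Control, 10062 Stable in Stress_vs_Control, 3069 Up in Combo_vs_Control, 15770 Stable in Combo_vs_Control, 1253 Down in Combo_vs_Control, 12331 Stable in Combo_vs_Hardening, 10497 Stable in Combo_vs_Stress and 7059 Stable in Stress_vs_Hardening for the translational ratio.

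Jaccard coefficients of transcription over the 3 pairs of hardened comparisons moved on TPM as deposited, chosen after seeing the data, to between 59.4 and 66.99% for Up, to between 53.7 and 67.9% for Down, and to at most 43.5% for Stable. No filter gave a lowest value of 53.9% for Up, 55.5 to 67.2% for Down and 33.8 to 43.5% for Stable. The pseudocount of 0.1 gave a highest value of 65.2% for Up and 61.9 to 74.3% for Down. For Stable, an unadjusted p gave 39.7 to 46.6% and the replicate block 43.4 to 49.3%. Shared Up transcripts numbered 3422 on TPM as deposited, and transcripts Stable in all 6 comparisons 95 with an unadjusted p and 163 with the block.

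For the Stable group of the translational ratio, the coefficients over 15 pairs ranged from 9.44 to 24.7% without the filter, from 8.21 to 22.1% with the pseudocount of 0.1 and from 11.6 to 23.6% with an unadjusted p. Under 3 settings chosen after seeing the data they ranged from 8.77 to 13.0% on TPM as deposited, from 14.4 to 28.8% for polysomes directly and from 33.3 to 63.0% without a p-value. Transcripts Stable in all 6 comparisons numbered 10 without the filter, 2 with an unadjusted p, 3 for polysomes directly and 4310 without a p-value.

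The ratio of polysome to total RNA distances stayed over 1 under all 8 alternatives, and ranged from 1.33 to 1.34 when each replicate was left out. With the conditions paired, chosen after seeing the data, the exact permutation test of the same ratio of 1.28 gave p = 0.125. This is the smallest p that 4 pairs allow, so it could not pass 0.05 whatever the distances were. The mean distance within Control and Stress and within Hardening and Combo, relative to that across them, stayed under 1 in total RNA, at 0.280 for untransformed scaled TPM, 0.287 for untransformed TPM as deposited, 0.269 for the 1000 transcripts of highest variance, 0.432 for the pseudocount of 0.1, 0.422 without the filter and from 0.420 to 0.435 without one replicate. In polysomes it was over 1, at 1.39 for the 1000 transcripts, 1.07 for log2 of TPM as deposited, 1.14 for the pseudocount of 0.1 and from 1.18 to 1.22 without one replicate, but 0.663 and 0.479 for untransformed values.

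Among named transcripts, some signs changed on TPM as deposited, with log2 changes of 0.20 for CBF1 in Combo_vs_Control of total RNA and, in the translational ratio, 0.18 for RPL8 in Stress_vs_Control, 0.31 for RPL8 and 1.15 for ubi3 in Combo_vs_Control. The median of all transcripts also rose there, from 0.06 to 0.61 in Stress_vs_Control and from 0.22 to 1.12 in Combo_vs_Control of the ratio, so these signs changed along with a shift of all transcripts. CBF1 and ubi3 had no established direction in Combo_vs_Control, with limma adjusted p of 0.555 and 0.562. Between polysomes directly, LE25 in Hardening_vs_Control changed to 0.24 and ubi3 in Combo_vs_Control to 0.72. Other values of single transcripts and library positions also changed. TPM as deposited gave 1 weaker and 1 stronger, and the direct comparison 4 weaker and 1 stronger. Positions moved by more than the replicate spread in 3 cases on TPM as deposited and in 3 with the pseudocount of 0.1. Of the values of the lightgrey hub transcripts, 46 of 128 are 0, and whether this comes from depth or from a lack of expression was not tested.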

Differences from the paper's values

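For each value below, alternatives set before the data were examined that are not named left the difference in place.

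The Up group of Stress_vs_Control in transcription held 508 transcripts against the paper's value of about 860 in Fig. 2, read by eye, and the difference closed at 617 with TPM as deposited, 615 with a pseudocount of 0.1, 667 with an unadjusted p and 591 with the replicate block. For Combo_vs_Hardening the Up group held 418 transcripts against the paper's value of about 660 in Fig. 2, read by eye, and the difference closed at 533 with a pseudocount of 0.1, 517 with an unadjusted p and 476 with the replicate block. For the same comparison the Down group held 492 transcripts against the paper's value of about 830 in Fig. 2, read by eye, and the difference closed at 561 with TPM as deposited, 772 with a pseudocount of 0.1 and 598 with an unadjusted p. The Stable group of transcription held 6452 in Hardening_vs_Control against about 2200 in Fig. 2, 6348 in Combo_vs_Control against about 2100 in Fig. 2, 6179 in Combo_vs_Stress against about 2100 in Fig. 2 and 6413 in Stress_vs_Hardening against about 2200 in Fig. 2, where the second value of each pair is the paper's, read by eye, and none of the alternatives set before the data were examined closed these gaps. In Stress_vs_Control the Stable group held 2316 transcripts against the paper's value of about 910 in Fig. 2, read by eye, and the difference closed at 778 with a fit of only the 2 conditions. In Combo_vs_Hardening the Stable group held 3003 transcripts against the paper's value of about 1300 in Fig. 2, read by eye, and the difference closed at 1707 with a fit of only the 2 conditions.

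In differential translation, the Up group of Combo_vs_Control held 1504 transcripts against the paper's value of about 6200 in Fig. 4, read by eye, and the difference closed at 4737 with polysomes compared directly. Its Stable group held 1097 transcripts against the paper's value of about 1800 in Fig. 4, read by eye, and the difference closed at 2387 with TPM as deposited, 1636 with no filter, 1222 with the replicate block and 1437 with sums over genes. Its Down group held 566 transcripts against the paper's value of about 3900 in Fig. 4, read by eye, and the difference closed at 3493 with polysomes compared directly. The Down group of Hardening_vs_Control held 2704 transcripts against the paper's value of about 770 in Fig. 4, read by eye, and the difference closed at 614 with polysomes compared directly. That of Combo_vs_Hardening held 2741 transcripts against the paper's value of about 4600 in Fig. 4, read by eye, and the difference closed at 3447 with polysomes compared directly and 3482 with no p-value. That of Combo_vs_Stress held 3005 transcripts against the paper's value of about 1500 in Fig. 4, read by eye, and the difference closed at 1109 with polysomes compared directly.

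For Stress_vs_Hardening in translation, the paper's text gives 2812 Up genes, against 5709 transcripts here and 4087 with polysomes compared directly. For the same group the paper's bar is at about 4200 in Fig. 4, read by eye, which is within a factor of 1.5 of the value here. This factor of 1.5 is the limit for every difference called closed in this part. Stable transcripts of transcription shared by 4 comparisons numbered 2122 against the paper's 623, and none of the alternatives set before the data were examined closed the gap. Transcripts Stable in all 6 comparisons of translation numbered 0 against the paper's 235, with 2 at an unadjusted p, and no alternative closed the gap. The lowest Jaccard coefficient of the Stable group in translation was 7.12% against the paper's 12%, and the difference closed at 9.44 with no filter, 8.21 with a pseudocount of 0.1 and 11.6 with an unadjusted p. It also closed at 8.77 on TPM as deposited and 14.4 for polysomes directly, both chosen after seeing the values. The library with the fewest read pairs had 11.6 M in Table S1, where the paper's text gives at least 30 M, and no alternative applies to this value.

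Some directions also differ. The paper describes the transcriptional peachpuff module as lower in the control, whereas all 10 of its hub transcripts were higher in Control than the mean of the other 3 conditions here, with a median log2 difference of 0.42, and all 10 were higher under TPM as deposited, the replicate block, a pseudocount of 0.1 and no filter. By condition, on mean scaled TPM, Control was the highest for 5 of the 10, Stress was above it for 5 and Combo was the lowest for 10, whereas on TPM as deposited Control was the highest for 0. The paper names photosystems among structures with reduced translation in Combo_vs_Stress, whereas all 21 photosystem genes were in the Up group there, with a median log2 change of 5.48, and all 21 were in it on TPM as deposited as well. In total RNA their median log2 fold change was -5.21 there, which raises the ratio even if polysomes did not change. The ratio also goes by the labels of the polysome libraries, which may have been exchanged. For the same comparison the paper also names chloroplast components among those with increased translation, which is the direction found here. For ribosomal subunits the paper names Hardening_vs_Control among comparisons with increased translation, whereas all 5 ribosomal protein genes used here were lower, with a median of -1.13, and 1 of them was higher on TPM as deposited. In total RNA the median log2 fold change of these 5 genes was 0.74, which lowers the ratio. The paper describes the Combo sample as little different from Hardening in translation, whereas 3351 transcripts were Up and 2741 Down in that comparison. On TPM as deposited these numbers were 5601 and 2003.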

Other observations

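All tests of explanations in this part were chosen after the results were seen.

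By the labels, the monosome to total ratio differed from Control with 3810 Up, 608 Stable and 2039 Down transcripts in Hardening, 3812 Up, 640 Stable and 2892 Down in Stress and 2495 Up, 396 Stable and 858 Down in Combo, of 20000 tested. The replicate block gave 3862 Up, 679 Stable and 2089 Down in Hardening, 3845 Up, 698 Stable and 2933 Down in Stress and 2544 Up, 455 Stable and 899 Down in Combo. Same-numbered monosome libraries had a mean correlation of their deviations across transcripts of -0.0351 (from -0.163 to 0.109 over 6 pairs), and total RNA and monosome libraries of one condition 0.0561 (from -0.116 to 0.238 over 4 conditions). With the 2 monosome numbers exchanged, chosen after seeing the data, the block gave 3763 Up, 510 Stable and 1991 Down in Hardening, 3697 Up, 532 Stable and 2833 Down in Stress and 2369 Up, 308 Stable and 813 Down in Combo.

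The wider spread of the polysome conditions was tested for technical explanations. A few transcripts that take most of the TPM may explain part of it on untransformed values, since the ratio of distances on TPM as deposited fell from 4.18 to 1.58 without the 6 transcripts that carry the first component. The spread between polysome replicates did not account for it on the log2 scale, where the ratio was 1.23 after subtraction of the part of the squared distances due to replicates. The ratio compares conditions by their labels only through the replicate means, so an exchange of whole conditions would not alter it. A biological explanation remains a hypothesis, since the share of abundant RNA in polysome libraries cannot be told apart from the fraction itself.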
